# Identification of a nutrient-sensing transcriptional network in monocytes by using inbred rat models on a cafeteria diet

**DOI:** 10.1242/dmm.025528

**Published:** 2016-10-01

**Authors:** Neus Martínez-Micaelo, Noemi González-Abuín, Ximena Terra, Ana Ardévol, Montserrat Pinent, Enrico Petretto, Jacques Behmoaras, Mayte Blay

**Keywords:** Cafeteria diet, Inbred rats, Monocyte transcriptome, LEW, WKY

## Abstract

Obesity has reached pandemic levels worldwide. The current models of diet-induced obesity in rodents use predominantly high-fat based diets that do not take into account the consumption of variety of highly palatable, energy-dense foods that are prevalent in Western society. We and others have shown that the cafeteria (CAF) diet is a robust and reproducible model of human metabolic syndrome with tissue inflammation in the rat. We have previously shown that inbred rat strains such as Wistar Kyoto (WKY) and Lewis (LEW) show different susceptibilities to CAF diets with distinct metabolic and morphometric profiles. Here, we show a difference in plasma MCP-1 levels and investigate the effect of the CAF diet on peripheral blood monocyte transcriptome, as powerful stress-sensing immune cells, in WKY and LEW rats. We found that 75.5% of the differentially expressed transcripts under the CAF diet were upregulated in WKY rats and were functionally related to the activation of the immune response. Using a gene co-expression network constructed from the genes differentially expressed between CAF diet-fed LEW and WKY rats, we identified acyl-CoA synthetase short-chain family member 2 (*Acss2*) as a hub gene for a nutrient-sensing cluster of transcripts in monocytes. The *Acss2* genomic region is significantly enriched for previously established metabolism quantitative trait loci in the rat. Notably, monocyte expression levels of *Acss2* significantly correlated with plasma glucose, triglyceride, leptin and non-esterified fatty acid (NEFA) levels as well as morphometric measurements such as body weight and the total fat following feeding with the CAF diet in the rat. These results show the importance of the genetic background in nutritional genomics and identify inbred rat strains as potential models for CAF-diet-induced obesity.

## Abstract (precis)

**Summary:** Feeding with a cafeteria diet (CAF) is a reproducible model of human metabolic syndrome in the rat. By using inbred rat models of nutrigenomics, we have studied the effect of CAF on monocyte transcriptome.

## INTRODUCTION

Obesity represents an important health problem in human populations and there is need for new animal models that mimic optimally the main characteristics of human obesity.

Susceptibility to obesity has a large underlying genetic component with modulatory environmental factors such as diet (Barsh et al., 2000; Bouchard, 2008; Hetherington and Cecil, 2009; Ordovas, 2008; Pérusse and Bouchard, 2000; Speakman, 2004). The administration of cafeteria (CAF) diet to rats is considered as a robust model of the human metabolic syndrome and its related pathologies, and has been widely used to understand the genetic factors that underlie obesity. Feeding with a CAF diet leads to obesity due to the continuous hyperphagia as a result of the voluntary intake of highly palatable and energy-dense cafeteria-style foods, which are typically found in Western-type diets (Sampey et al., 2011).

Importantly, the genetic background of the selected strain is an important determinant of the phenotypic diversity observed in diet-induced obesity models. Hence, by comparing the responses of Lewis (LEW) and Wistar Kyoto (WKY) rats to an obesogenic diet, we recently showed significant differences in metabolic and morphometric parameters (Martínez-Micaelo et al., 2016). Specifically, our results suggested the leptin signalling pathway as a divergent point between the strain-specific adaptations to CAF diet. LEW rats display a typical obesity phenotype, characterised by an increase in body weight, adiposity and dyslipidaemic and hyperglycaemic profiles, accompanied by a preferential metabolisation of carbohydrates, as opposed to WKY rats, which preferentially metabolised lipids. Despite their body weight and adiposity gain, WKY rats maintained metabolic homeostasis as a result of the obesogenic diet showing a differential regulation in the leptin axis.

In obesity, the prolonged over-nutrition is characterised by the restrained ability of the adipose tissue to store energy as fat. In parallel, a cytokine-driven response characterised by the secretion of pro-inflammatory chemokines underlie obesity-induced inflammatory reactions. Among others, monocyte chemotactic protein-1 (MCP-1, also known as CCL2) is one of the most important cytokines due to its ability to recruit peripheral monocytes to the adipose tissue (Iyer et al., 2010; Osborn and Olefsky, 2012). Hence, the continuous activation of the local inflammatory response triggered by obesity could result in the widespread activation of the immune system (Lumeng and Saltiel, 2011).

Peripheral blood monocytes are powerful stress-sensing immune cells that play central roles in the regulation of innate immune responses through the release of inflammatory cytokines and the activation of the adaptive immunity (Parihar et al., 2010). Monocytes are of particular interest because, as circulating immune cells, they are exposed to the systemic environment, including the metabolic factors and pro-inflammatory cytokines produced and secreted by tissues and organs. Thus, the regulation of monocyte gene expression profile might reflect the physiological state of the whole organism.

Here, we studied the CAF-diet-induced modulation of peripheral monocyte transcriptome from inbred LEW and WKY rats. Considering the isogenic and homozygous nature of these inbred strains and using the CAF diet as an inducer of obesity, both the genetic background and environmental factors can be controlled, providing a powerful tool for understanding the ‘gene–diet’ interactions that underlie the development of complex traits such as obesity. These inbred strains have been widely studied for their differential susceptibility to experimental glomerulonephritis through macrophage activation (Behmoaras et al., 2008, 2010, 2015) and present a markedly distinct macrophage transcriptome, which results in differential macrophage activation (D'Souza et al., 2013; Maratou et al., 2011). Here, we show that the peripheral monocyte transcriptome of LEW and WKY rats is modulated differentially by the CAF diet. Our results suggest that monocyte transcriptome differences are caused by the contrasting metabolic and morphometric responses of LEW and WKY rats to the diet-induced obesity. These results establish new rodent models of nutritional genomics in CAF-induced obesity.

## RESULTS

### The metabolic response of LEW and WKY rats to CAF diet is strain dependent

We have previously shown in detail strain-specific phenotypic differences in CAF-diet-induced obesity in LEW and WKY rats (Martínez-Micaelo et al., 2016). Strain-specific differences were also observed in the modulation of the circulating levels of inflammatory biomarkers. Although the CAF diet provoked a significant increase in the levels of MCP-1 in LEW rats (241.29±13.0 versus 297.97±11.9, mean±s.d., *n*=5, *P*=0.017), no dietary effects were observed in the circulating MCP-1 levels in WKY rats (273.57±22.0 versus 305.10±10.9, *P*=0.263).

### CAF diet differentially modulates gene expression profiles in circulating monocytes from LEW and WKY rats

To study genetic factors underlying the metabolic–immunological crosstalk, gene expression profiles of circulating monocytes from standard (STD)-diet- and CAF-fed LEW and WKY rats were determined. Microarray data (deposited at Gene Expression Omnibus under GEO Series accession number GSE85167) were analysed in two ways: (1) comparing the monocyte expression profiles of CAF-fed WKY and LEW rats in order to identify genes that underlie genotype-dependent adaptation to diet-induced obesity, and (2) analysing strain-specific modulation of the transcriptome of circulating monocytes by the CAF diet. 

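RNA from the blood cells of 20 male rats was hybridised to single-colour Rat Gene ST arrays, 1 array per rat. The rats formed 4 groups of 5, namely LEW and WKY rats, which are inbred strains, fed for 7 weeks with STD or with CAF, an energy-dense diet of human snack foods. The methods describe the cells as blood monocytes that adhered to plastic, whereas the sample labels call them peripheral blood mononuclear cells. Transcripts of monocytes and of other blood cells were all measured in the 4 groups. The group means of the monocyte genes Lyz2 and Cd14 were 13.24 to 13.42 and 12.63 to 12.79 on the log2 scale. Those of Cd3e of T cells were 12.17 to 12.37, of Cd79b of B cells 12.06 to 12.32, of Pf4 of platelets 12.86 to 13.18 and of the haemoglobin gene Hbb 13.04 to 13.66. The deposited values are log2 probe set values for 28826 transcripts, normalised between arrays by the authors, with RMA according to the methods and with MAS5 according to the submitters' notes. The medians of the 20 arrays lay between 6.83 and 6.90, and each array's mean correlation with the others of its group between 0.994 and 0.997, across transcripts. The values were used as deposited, without a filter, in a limma model with 1 mean per group and a spread shared by the 20 arrays, and P-values were adjusted by the Benjamini–Hochberg method over all 28826 transcripts. A gene name was used only for the 15209 transcripts to which the platform's annotation gives a single gene symbol. The number of rats limits the precision, and the median standard error of a difference between 2 groups was 0.0689 on the log2 scale. Each array is a separate rat, so that the spread includes the differences between animals.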

The study design is described in Fig. 1.

**Fig. 1.**
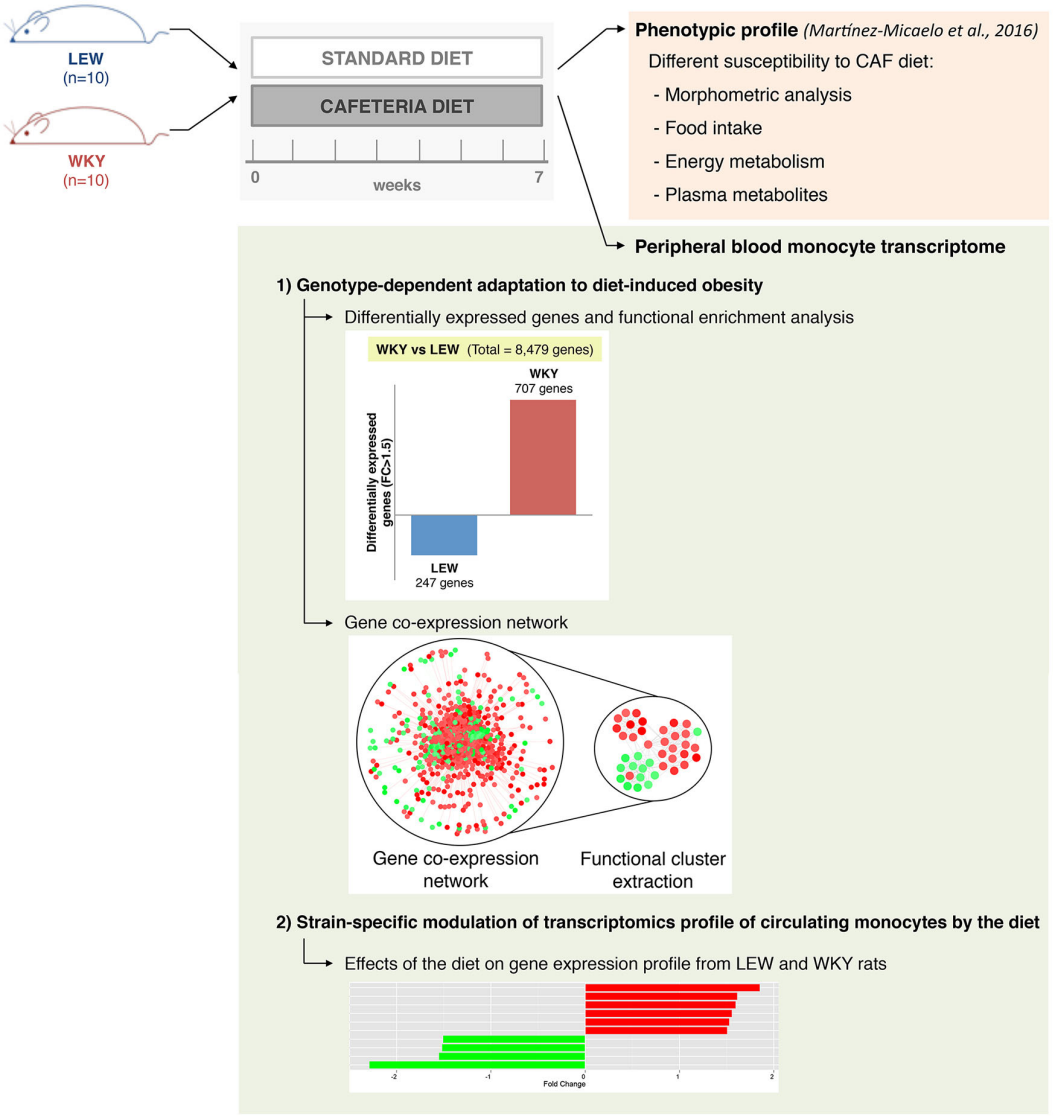
**Experimental design used to study the role of inbred rat models in nutritional genomics.** The phenotypic response (described previously in Martínez-Micaelo et al., 2016) shows a differential susceptibility of LEW and WKY rats to the CAF diet. Here, we studied the differential modulation of the peripheral monocyte transcriptome of LEW and WKY rats by the CAF diet, as consequence of the prone and resistant responses of LEW and WKY rats, respectively, to the diet-induced obesity.

#### Strain-dependent adaptation of LEW and WKY rats to the CAF diet

The expression profiles of circulating monocytes from CAF-fed WKY and LEW rats were first compared in order to determine the genetic basis of the strain-dependent response to obesity. This microarray data analysis identified 8479 transcripts that were differentially expressed (*P*<0.01); 75.5% of these were significantly upregulated in WKY rats. 

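Among the transcripts with a gene name, the 6 genes given here were among the 10 largest rises and the 10 largest falls at an adjusted p under 0.05 between CAF-fed WKY and LEW rats. Fads1, a fatty acid desaturase, was higher in WKY rats by a log2 fold change of 2.06 (SE 0.24, adjusted p = 7.57e-06), and Naip6, of the family of NOD-like sensors of bacterial proteins, by 1.98 (SE 0.13, adjusted p = 3.48e-09). Car5b, a mitochondrial carbonic anhydrase, was higher by 2.20 (SE 0.13, adjusted p = 4.97e-10). Lower in WKY rats were Lyve1, a hyaluronan receptor, at −2.27 (SE 0.14, adjusted p = 5.57e-10), Acadsb, an enzyme of branched-chain fatty acid oxidation, at −1.79 (SE 0.11, adjusted p = 1.11e-09) and the adhesion molecule Icam2 at −1.72 (SE 0.08, adjusted p = 5.70e-12). Of the 28826 transcripts, 2963 differed at an unadjusted P under 0.01, where chance alone gives 288. Of these, 1599 were higher and 1364 lower in WKY rats, so that 54.0% were higher. This excess was not kept throughout, as the share was 50.7% at an unadjusted P under 0.05, 51.6% with each array centred on its median, and, with covariates chosen after seeing the data, 51.4% with the monocyte and 49.7% with the erythroid marker score. After adjustment, 2185 transcripts passed at an adjusted p under 0.05 from limma, 1223 of them higher and 962 lower in WKY rats.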

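In CAF-fed rats, 11 transcripts differed between the strains by more than 5-fold at an adjusted p under 0.05 from limma, 3 higher and 8 lower in WKY than in LEW rats. A gene name is given here for 5 of them. Higher in WKY rats was Acod1, which makes the antimicrobial metabolite itaconate in activated macrophages. Lower in WKY rats were Ldha, a subunit of lactate dehydrogenase, which was lower on 1 of its 2 probe sets, Serpinb11, a serine protease inhibitor family member, Klri2, a lectin-like receptor of natural killer (NK) cells, and Rhd, a blood group antigen of red cells. Serpinb11 was at 4.71 ± 0.10 (SD, n = 5) on the log2 scale in WKY rats and at 10.42 ± 0.30 (SD, n = 5) in LEW rats, and Klri2 at 6.90 ± 0.12 and 10.05 ± 0.34. The log2 fold changes were −5.71 (SE 0.15, adjusted p = 5.32e-16) for Serpinb11, −3.15 (SE 0.15, adjusted p = 1.37e-11) for Klri2 and −2.48 (SE 0.43, adjusted p = 6.58e-04) for Rhd. The remaining 6 transcripts, of which 2 were higher and 4 lower in WKY rats, are unnamed here. Serpinb11 and Klri2 were also lower in WKY rats on STD, at −5.60 and −2.79. Whether a strain variant read by the probes contributes to these gaps was not tested, as probe sequences were not used here. With the monocyte marker score of each array as a covariate, chosen after seeing the data, 20 transcripts passed, and the log2 fold change of Rhd was −1.84 (adjusted p = 0.0506).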

We prioritised a set of 29 transcripts that were significantly differentially expressed after correction for multiple testing [false discover rate (FDR) <5%] and with a fold change (fc) >5 when comparing the expression profiles from WKY and LEW rats (Fig. 2A). Notably, this subset of highly differentially expressed transcripts included macrophage activation 2 like (*Mpa2l*), a target gene of nuclear factor-κB (NF-κB) (Rothgiesser et al., 2010) and lactate dehydrogenase A (*Ldha*), the gene encoding for the enzyme that catalyses the conversion of lactate into pyruvate during glycolysis under anaerobic conditions. *Mpa2l* was overexpressed by 26-fold in WKY rats, whereas *Ldha* was markedly down-regulated (fc=−60.95) in these rats. Furthermore, six of the 29 transcripts with high differential expression between WKY and LEW rats (*Klra7*, *Irg1*, *Ly49si1*, *Plk2*, *Rnd3* and *Lilrb3l*) had also been previously identified as differentially expressed transcripts in bone marrow-derived macrophages from WKY and LEW rats (Maratou et al., 2011).

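Ldha is measured by 2 probe sets. On the first, the log2 value was 7.15 ± 0.26 (SD, n = 5) in CAF-fed WKY rats and 13.14 ± 0.11 (SD, n = 5) in CAF-fed LEW rats, a fold change of −63.5 (log2 fold change −5.99, SE 0.15, adjusted p = 5.32e-16). On the second probe set the values were 12.33 ± 0.09 in WKY and 12.30 ± 0.09 in LEW rats. The log2 difference was 0.04 (95% interval −0.09 to 0.17, adjusted p = 0.840). Of 23 measured genes of glucose uptake and glycolysis, with Ldha counted by its second probe set, 1 was higher and 3 were lower in WKY rats and 19 did not pass the test (3 higher and 4 lower when adjusted over the list alone). Slc2a3, a glucose transporter, was higher by 0.95 (adjusted p = 0.00120), and Hk2, a hexokinase, was lower at −0.43 (adjusted p = 4.77e-04). The list as a whole did not pass the test (adjusted p = 0.401 from camera). No value is given for Mpa2l, to which no probe set was matched by name.

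**Figure D1:**
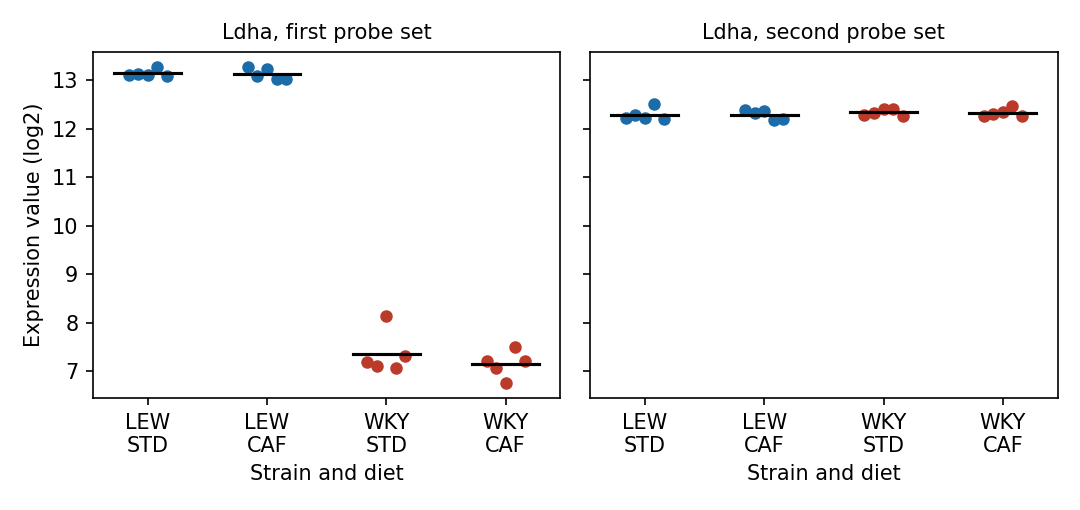
Log2 values of the 2 Ldha probe sets in each of the 20 rats, by strain and diet, with 1 point per rat and bars at the group mean. The first probe set separates WKY from LEW rats on both diets, with group means of 7.15 and 13.14 on CAF, and the second does not, with 12.33 and 12.30.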

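Acod1, the current symbol of Irg1, was the named transcript with the largest rise in CAF-fed WKY rats, at 13.14 ± 0.11 (SD, n = 5) on the log2 scale against 10.07 ± 0.63 (SD, n = 5) in CAF-fed LEW rats, an 8.40-fold difference (log2 fold change 3.07, SE 0.29, adjusted p = 4.86e-07). Plk2, a stress-induced polo-like kinase, was at 10.77 ± 0.33 and 8.62 ± 0.26 (4.45-fold, adjusted p = 6.96e-09). Ly49si1, an NK cell receptor of the Ly49 family, differed by 1.51 (SE 0.15, adjusted p = 1.09e-06). No value is given for Klra7 and Lilrb3l, to which no probe set was matched by name. Among the 25 measured genes of the NK receptor complex, 5 were higher in WKY rats, 5 were lower and 15 did not pass the test (7 higher and 7 lower when adjusted over the list alone). Klrb1a, at 1.63 (adjusted p = 7.24e-08), was among the higher ones, and Klrc3, at −1.72 (adjusted p = 2.94e-06), and Klrd1, at −1.14 (adjusted p = 1.19e-04), among the lower. Other markers of NK cells were mostly higher in WKY rats, 8 of 11 measured with none lower (10 higher and 1 lower when adjusted over the list alone), such as the granzymes Gzma, at 1.61 (adjusted p = 1.48e-05), and Gzmk, at 1.09 (adjusted p = 2.87e-05). The shift of these markers had an adjusted p of 4.73e-09 with camera's preset correlation (adjusted p = 0.0987 with an estimated correlation).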

**Fig. 2.**
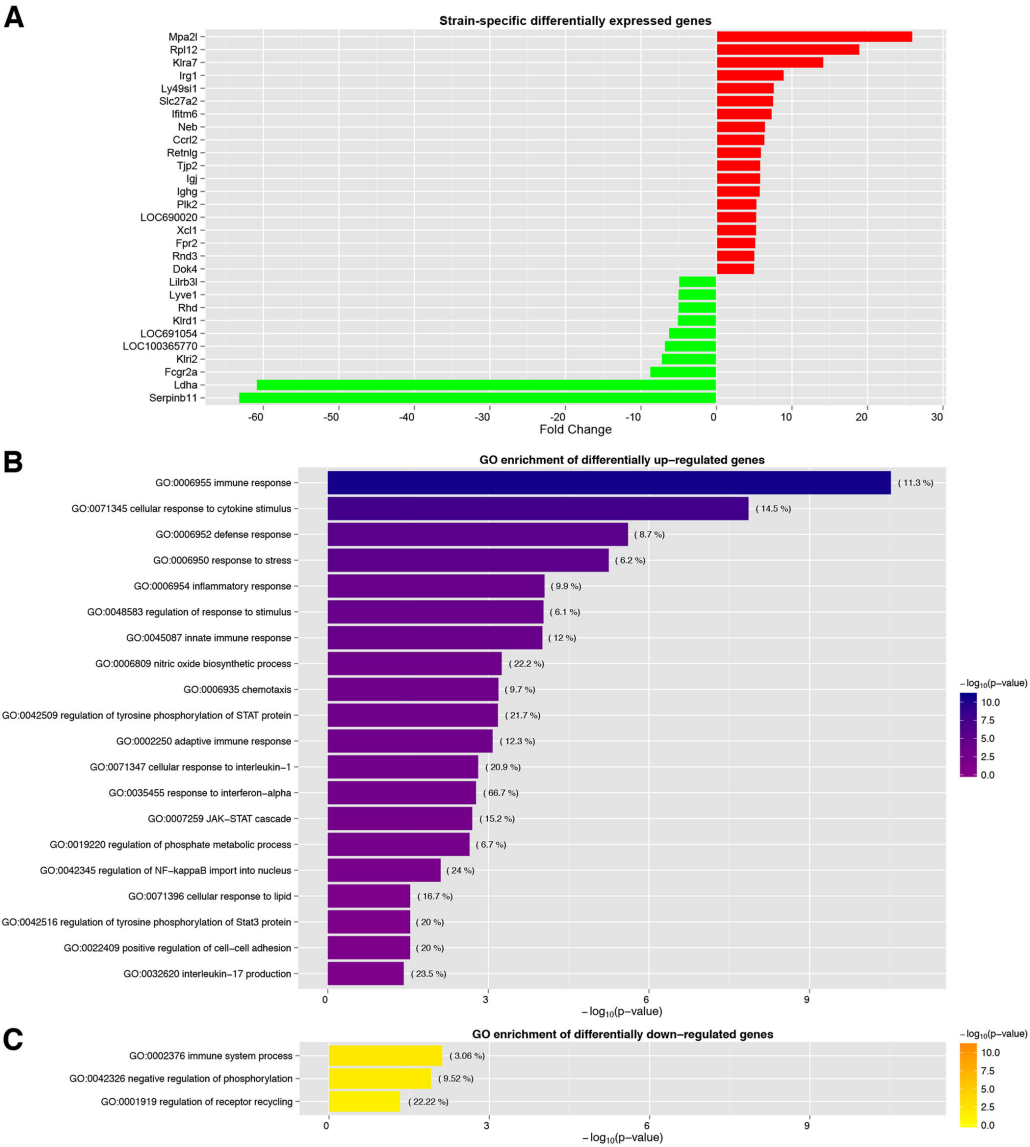
**Gene expression profile in circulating monocytes from CAF-fed LEW and WKY rats.** (A) Strain-specific differentially expressed genes. Transcripts with more than five-fold differences between CAF-fed WKY and LEW rats are shown; the red bars correspond to the transcripts that are overexpressed in WKY rats, and the green bars indicate the transcripts that are overexpressed in LEW rats. (B,C) A summary of the overrepresented GO categories based on a Gene Set Enrichment analysis of the differentially expressed genes between CAF-fed WKY and LEW rats.

To gain insights into the molecular processes and pathways underlying these transcriptional responses, we analysed the set of 954 transcripts with fc >1.5 (up- and down-regulated) between CAF-fed WKY and LEW rats for enrichment for gene ontology (GO) terms. 

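Of the 640 transcripts with an unadjusted P under 0.01 and a fold change over 1.5 between CAF-fed WKY and LEW rats, 407 were higher and 233 lower in WKY rats. Gene lists fixed beforehand were tested in place of GO terms. Of 33 measured interferon-stimulated genes, 22 were higher in WKY rats, none was lower and 11 did not pass the test (25 higher and 1 lower when adjusted over the list alone). Examples are the antiviral GTPase Mx2, at a log2 fold change of 1.71 (adjusted p = 6.67e-07), Rtp4, at 1.50 (adjusted p = 2.84e-07), and Oas1a, which senses double-stranded RNA, at 1.09 (adjusted p = 1.25e-05). The list rose in WKY rats with camera's preset correlation (adjusted p = 5.34e-19) and with an estimated correlation (adjusted p = 0.0473). Of 15 NF-κB targets and regulators, 6 were higher and none lower (12 higher when adjusted over the list alone), among them the adhesion molecule Icam1, at 0.80 (adjusted p = 6.53e-04), and the subunit Nfkb2, at 0.43 (adjusted p = 0.00387). This list had an adjusted p of 3.30e-08 (adjusted p = 0.238 with an estimated correlation). Of 25 immediate-early genes, which respond to activation or handling of cells within minutes, 10 were higher and none lower (16 higher and 2 lower when adjusted over the list alone), such as Egr1, at 0.62, and Nr4a2, at 0.75 (adjusted p = 6.30e-08 for the list, adjusted p = 0.238 with an estimated correlation). Markers of neutrophils, which a mononuclear preparation should hold few of, were higher in WKY rats for 6 of 19 measured, with none lower (11 higher when adjusted over the list alone), among them Pglyrp1, at 2.08, and Retnlg, at 1.93 (adjusted p = 1.60e-05 for the list, adjusted p = 0.238 with an estimated correlation). In all, 14 of the 26 lists passed at an adjusted p under 0.05 with the preset correlation, 11 higher and 3 lower in WKY rats, and 2 passed with an estimated correlation, the interferon-stimulated genes and the mediators that the text names.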

The GO terms were manually curated to remove redundant categories resulting from overlapping gene sets (Table S1), and the most relevant terms that were significantly overrepresented are shown in Fig. 2B. 

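Tnf, which encodes tumour necrosis factor, was at 12.97 ± 0.20 (SD, n = 5) on the log2 scale in CAF-fed WKY rats and at 11.81 ± 0.45 (SD, n = 5) in CAF-fed LEW rats, a log2 fold change of 1.16 (SE 0.17, adjusted p = 1.22e-04). The interleukin subunits Il23a and Il12a were higher in WKY rats by 1.76 (SE 0.27, adjusted p = 2.02e-04) and 0.69 (SE 0.07, adjusted p = 9.03e-07), and the inflammasome product Il18 by 0.72 (SE 0.15, adjusted p = 0.00434). Also higher were Il1a at 1.23 (adjusted p = 0.0222), the prostaglandin synthase Ptgs2 at 1.29 (adjusted p = 0.00829) and the nitric oxide synthase Nos2 at 1.00 (adjusted p = 0.00742). The other genes of this kind that the text names did not pass the test. Il6 had a log2 fold change of 1.32 (SE 0.43, adjusted p = 0.0697), Ifng of 0.71 (SE 0.32, adjusted p = 0.229) and the lipoxygenase Alox5 of 0.57 (SE 0.21, adjusted p = 0.118). Of these 10 mediators, 7 were thus higher and none lower in WKY rats (10 higher when adjusted over the list alone), but the study chose them on these samples, so that their count is not independent evidence. The list rose with camera's preset correlation (adjusted p = 8.58e-10) and with an estimated correlation (adjusted p = 0.0473). Leaving out LEW CAF rat 2 or 3 ended the call of Il1a (adjusted p = 0.0577 to 0.0706), whereas Il6 passed without LEW CAF rat 2 (adjusted p = 0.0443), Alox5 without WKY CAF rat 3 (adjusted p = 0.0455) and Ifng when only the 2 CAF groups were fitted (adjusted p = 0.00267). With the erythroid marker score as a covariate, chosen after seeing the data, Nos2, Il1a and Ptgs2 no longer passed (adjusted p = 0.111, 0.293 and 0.0607), nor did Nos2 and Il1a with the monocyte marker score (adjusted p = 0.0612 and 0.0845).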

The overexpressed genes in CAF-fed WKY rats were enriched for terms related to the activation of inflammatory and immune responses resulting from the upregulation of classical inflammatory mediators such as interferon γ (*Ifng*, fc=2.43), tumour necrosis factor (*Tnf*, fc=2.11), nitric oxide synthase 2 (*Nos2*, fc=1.68), interleukins (IL) including *IL1a* (fc=2.66), *IL6* (fc=2.41), *IL12a* (fc=2.34), *IL18* (fc=1.96) and *IL23a* (fc=3.45) as well as genes involved in the regulation of eicosanoid production, such as cyclooxygenase 2 (prostaglandin-endoperoxide synthase 2, *Ptgs2*, fc=2.71) and 5-lipoxygenase (arachidonate 5-lipoxygenase, *Alox*, fc=2.70). Moreover, the overexpressed genes were also enriched for terms related to positive regulation of the JAK–STAT cascade, specifically through the involvement of the tyrosine phosphorylation of STAT3. 

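Of 22 measured genes of the JAK–STAT pathway, 5 were higher in CAF-fed WKY rats, 2 were lower and 15 did not pass the test (7 higher and 3 lower when adjusted over the list alone). Lif, a cytokine of the IL6 family that signals through STAT3, was higher by a log2 fold change of 1.05 (SE 0.21, adjusted p = 0.00237). The feedback inhibitor Cish was higher by 0.97 (SE 0.19, adjusted p = 0.00251), and Stat2, of the type I interferon response, by 0.49 (SE 0.08, adjusted p = 3.14e-04). Socs3, an inhibitor of signalling through STAT3, was higher by 0.52 (SE 0.15, adjusted p = 0.0374), a call that ended without LEW CAF rat 3 or 4 or WKY CAF rat 1, 2, 4 or 5 (adjusted p = 0.0640 to 0.111). The kinase Jak2 was lower in WKY rats at −0.22 (SE 0.05, adjusted p = 0.00524), and this call ended with the monocyte marker score as a covariate (adjusted p = 0.178), which was chosen after seeing the data. The list rose in WKY rats with camera's preset correlation (adjusted p = 0.0128) but not with an estimated correlation (adjusted p = 0.238 with an estimated correlation).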

There were very few significantly enriched gene ontologies that were downregulated in CAF-fed WKY rats compared to CAF-fed LEW rats (Fig. 2C), suggesting the prominent significant functional gene enrichment for the immune system GO category.

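The 3 lists that were lower in CAF-fed WKY than LEW rats, with camera's preset correlation, were markers of blood cell types. Of 33 measured monocyte and macrophage markers, 7 were lower in WKY rats, 2 were higher and 24 did not pass the test (11 lower and 3 higher when adjusted over the list alone). Ccr2, the receptor for MCP-1, was at 11.35 ± 0.29 (SD, n = 5) on the log2 scale in WKY and at 12.72 ± 0.21 (SD, n = 5) in LEW rats, a log2 fold change of −1.38 (SE 0.14, adjusted p = 9.64e-07). The fractalkine receptor Cx3cr1 was lower at −1.28 (SE 0.19, adjusted p = 1.36e-04), fibronectin (Fn1) at −1.39 (adjusted p = 3.47e-07) and the fatty acid scavenger receptor Cd36 at −0.82 (adjusted p = 2.07e-05). The monocyte list fell in WKY rats at an adjusted p of 3.31e-04 (adjusted p = 0.238 with an estimated correlation). Of 23 measured erythroid markers, 5 were lower and 1 higher (10 lower and 1 higher when adjusted over the list alone), among them Xk, a red cell membrane protein, at −2.25 (adjusted p = 3.70e-08), and the carbonic anhydrase Car1 at −1.19 (adjusted p = 0.00420), with Rhag, a partner of Rhd, higher at 1.53 (adjusted p = 5.40e-05). This list had an adjusted p of 3.93e-05 (adjusted p = 0.378 with an estimated correlation). Of 22 T cell markers, 5 were lower and 1 higher (7 lower and 1 higher when adjusted over the list alone), with Cd2 at −1.17 (adjusted p = 2.23e-06) and Cd27 at −0.81 (adjusted p = 0.00196), and the list had an adjusted p of 8.92e-04 (adjusted p = 0.248 with an estimated correlation). The call of Car1 ended with the monocyte marker score as a covariate (adjusted p = 0.255), which was chosen after seeing the data.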

We then investigated gene regulatory networks by constructing a gene co-expression network based on the analysis of the microarray-derived expression profiles assessed in circulating monocytes. In order to identify the individual genes and gene clusters whose co-regulation underlie strain-specific responses to diet, a gene co-expression network was inferred based on the differentially expressed transcripts that showed a fc >1.5 (up- and down-regulated) between the circulating monocytes from CAF-fed WKY and LEW rats (Fig. 3A). The resulting network is composed of a single connected component formed by 742 nodes and 8215 edges. 

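A network of the same kind was built from the 10 CAF arrays over the 640 transcripts with an unadjusted P under 0.01 and a fold change over 1.5. Shrinkage partial correlations were ranked by size and the strongest 8215 were kept as edges, the number that the text gives, because no edge probability was computed here. In this network 536 transcripts had at least 1 edge, with a median of 16 edges per transcript and a highest of 158. Of the transcripts with a gene name, chosen here by their edges after the values were seen, Klhl41, a muscle protein of the kelch family, had 130 edges, F3, the tissue factor that starts blood coagulation, 99, the glycolytic enzyme Gapdh 98 on 1 of its probe sets, Noct, a circadian deadenylase, 97, the NK cell receptor gene Ncr1 96 and the interferon-induced Mx1 94. The arrays are 10 and the transcripts 640, so that single edges are weakly determined.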

The molecular complex detection (MCODE) cluster algorithm was employed to extract functional modules of densely interconnected genes (Bader and Hogue, 2003). The biological relevance of the genes included in each of the 16 MCODE-derived clusters (Fig. S1) was tested with GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses (Fig. 3B). Although not all of the modules were enriched significantly for GO terms or KEGG pathways, the transcripts in cluster 2, forming 40 nodes and 205 edges (representing 40 annotated protein-coding genes), were functionally enriched for nutrient sensors (*P*=2.94×10^−4^), responders to hormone stimuli (*P*=1.90×10^−3^), and components of the NOD-like receptor signalling pathway (*P*=6.84×10^−3^). 

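In the network rebuilt here from the CAF-fed rats, Acss2, which encodes a cytosolic enzyme that makes acetyl-CoA from acetate, had 30 of the 8215 edges and ranked 216 of 640 transcripts by degree and 215 by betweenness. Clusters were not drawn here, but among the 30 direct neighbours of Acss2 the highest degree was 130, above that of Acss2 itself. Without LEW CAF rat 2 it had 1 edge and ranked 495, while leaving out any of the other 9 rats gave ranks from 137, without WKY CAF rat 1, to 234. The array of LEW CAF rat 2 also had the highest score of heat shock genes of the 10, at 10.9. Over all 20 arrays, Acss2 had 78 edges and ranked 37 by degree, and 500 after each group was centred on its mean. Of 24 measured genes of sterol and fatty acid synthesis, targets of SREBPs, 3 were higher in CAF-fed WKY rats and none was lower (4 higher when adjusted over the list alone), namely Acss2, the sterol synthase Lss at 0.46 (SE 0.11, adjusted p = 0.00969) and the fatty acid elongase Elovl6 at 0.55 (SE 0.15, adjusted p = 0.0207), and the list did not pass (adjusted p = 0.149 from camera). The call of Elovl6 ended without LEW CAF rat 1 or WKY CAF rat 2, 3, 4 or 5 (adjusted p = 0.0540 to 0.0609). Among the settings chosen after seeing the data, it ended with the monocyte marker score (adjusted p = 0.325) and the erythroid marker score (adjusted p = 0.0917) as covariates and without the 4 arrays of high heat shock score (adjusted p = 0.0501), and the call of Lss ended with the erythroid marker score (adjusted p = 0.133).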

Remarkably, the topology analysis of the module structure of cluster 2 identified acyl-CoA synthetase short-chain family member 2 (*Acss2*) as the most essential hub within the cluster in terms of the node with the largest degree and the highest betweenness score. In addition, the functional relevance of *Acss2* as a regulator of nutrient sensing was determined by analysing the overlap of quantitative trait loci (QTLs) within the *Acss2* genomic region based on previously established QTL mapping results obtained from the Rat Genome Database (de la Cruz et al., 2005). This analysis revealed that a large majority of the 30 overlapping QTLs are related to traits associated with the regulation of metabolism such as body weight QTL 94, glucose level QTL 39 and serum leptin concentration QTL 7 (Table S2).

**Fig. 3.**
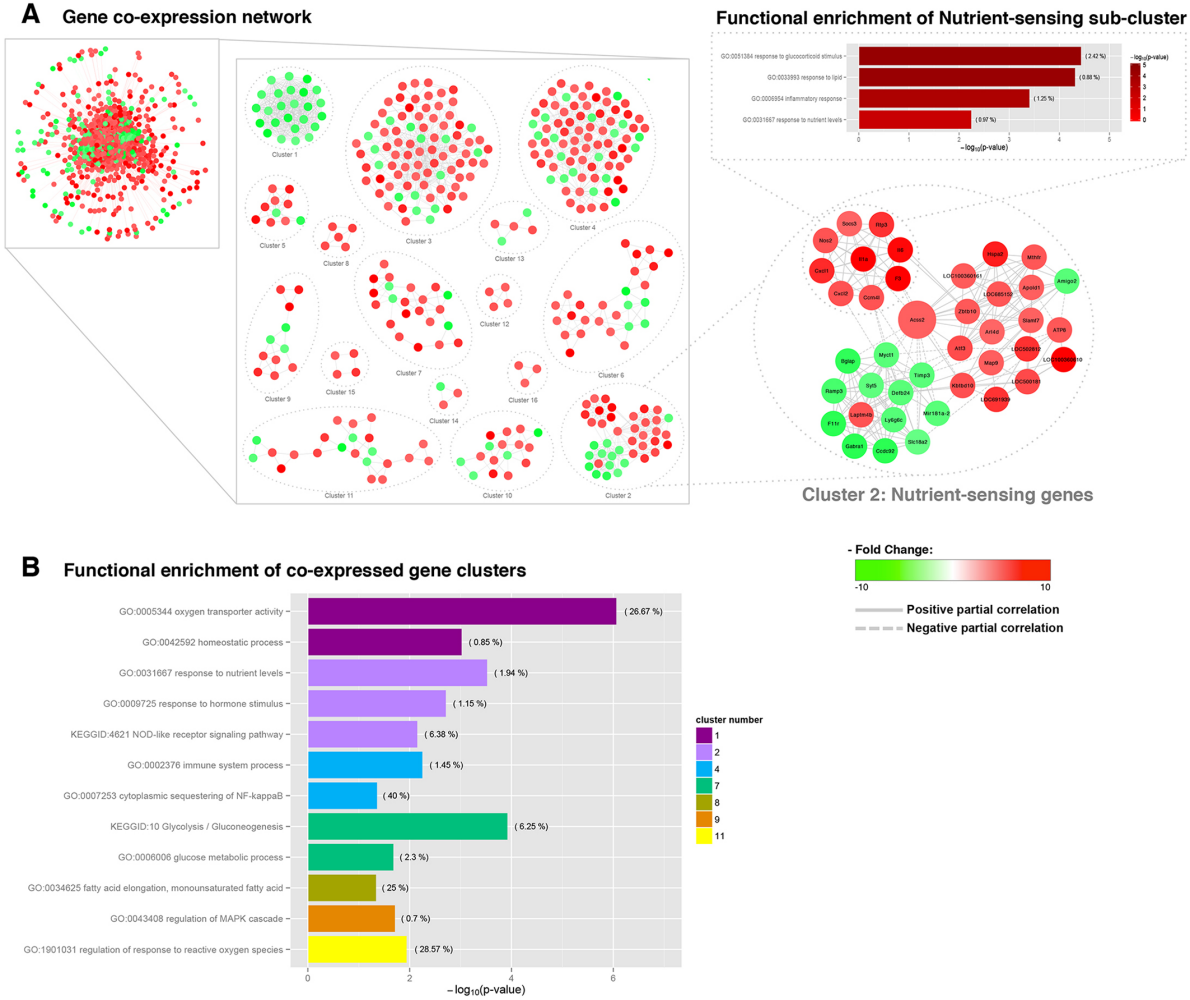
**Gene co-expression networks for differentially expressed transcripts in CAF-fed WKY and LEW rats.** (A) A simplified representation of the network and the MCODE-based clusters. Cluster 2, significantly enriched as a nutrient sensor, is highlighted, and the significantly over-represented GO categories from the selected sub-cluster are shown. The edge shape is related to the direction of the partial correlation; the continuous lines represent partial positive correlations, and dotted lines refer to partial negative correlation. The node colour represents the fold change between the expression of the corresponding transcript in CAF-fed WKY and LEW rats; red nodes correspond to genes that are overexpressed in WKY rats, and green nodes correspond to genes that are overexpressed in LEW rats. The highlighted node within cluster 2 represents a high-scoring differentially expressed gene. (B) Functional enrichment analysis of the MCODE-based co-expressed gene clusters. Significantly over-represented GO terms and KEEG pathways within each cluster are represented.

In order to link the monocyte transcriptome to the obesity phenotypes observed in CAF-diet-fed rats, we investigated the association between the expression levels of *Acss2* in peripheral monocytes and metabolism-related traits (Table 1; Fig. S2). Notably, significant and strong correlations were found between the *Acss2* expression in monocytes and (1) plasma levels of glucose, triglycerides, leptin and non-esterified fatty acids (NEFAs), and (2) total fat and body weight as morphometric parameters (Table 1; Fig. S2).

**Table 1.**
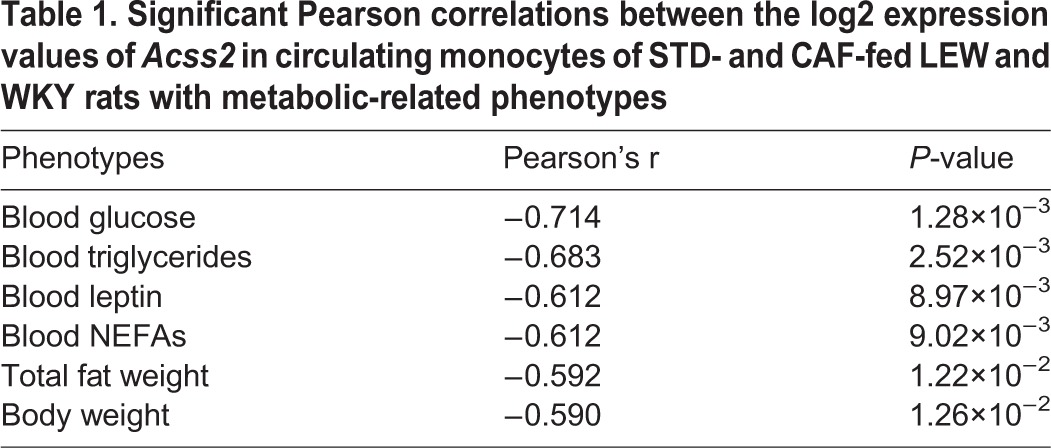
**Significant Pearson correlations between the log2 expression values of *Acss2*** **in circulating monocytes of STD- and CAF-fed LEW and WKY rats with metabolic-related phenotypes**

The topological analysis inside this nutrient-sensing cluster also revealed a functional submodule consisting of nine highly co-expressed nodes; all of these nodes were overexpressed in CAF-fed WKY rats compared to the LEW-fed rats and significantly enriched for inflammatory response genes and genes that function in response to lipid and glucocorticoid stimuli.

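Of the 9 genes that Fig. 3A shows in this submodule, 8 were among the 640 transcripts, and all of their 28 possible edges were present in the network rebuilt here, where 1.12 edges would be present on average. In 10000 random sets of 8 transcripts the highest number was 14. The study chose these genes on the same rats, so that the edges are not independent evidence. The 8 genes have 42 to 99 edges each, and 1 edge joins them to Acss2. All 9 had positive log2 fold changes between CAF-fed WKY and LEW rats, and 6 passed at an adjusted p under 0.05 from limma. F3 was higher by 1.45 (SE 0.41, adjusted p = 0.0309), the neutrophil chemokine Cxcl1 by 1.24 (SE 0.32, adjusted p = 0.0206) and its relative Cxcl2 by 0.72 (SE 0.22, adjusted p = 0.0467). Il1a, Nos2 and Socs3 passed as well. Rtp3, a receptor transporting protein, had a log2 fold change of 1.00 (SE 0.33, adjusted p = 0.0792) and Noct, listed as Ccrn4l, of 0.61 (SE 0.19, adjusted p = 0.0535), and neither of them nor Il6 passed. The call of F3 ended without LEW CAF rat 2, 3 or 4 or WKY CAF rat 1, 2 or 3 (adjusted p = 0.0592 to 0.0898), that of Cxcl1 without LEW CAF rat 3 or 4 or WKY CAF rat 4 (adjusted p = 0.0506 to 0.0627) and that of Cxcl2 without LEW CAF rat 1, 2, 3 or 4 or WKY CAF rat 1, 2, 4 or 5 (adjusted p = 0.0588 to 0.124). With the erythroid marker score as a covariate, none of the 6 passed (adjusted p from 0.111 to 0.338). On STD, F3 was likewise higher in WKY rats, by 1.71 (adjusted p = 0.00802), and Cxcl1 by 1.23 (adjusted p = 0.0160). Cxcl2 was higher there by 0.81 (adjusted p = 0.0172) and Socs3 by 0.55 (adjusted p = 0.0223). The STD calls of Cxcl1, Cxcl2 and Socs3 ended without single rats (adjusted p up to 0.0697). The strain difference of these genes is thus not specific to CAF. Among the grounds that the paper gives for the role of Acss2 are its degree and betweenness in the cluster. Others are the overlap of its genomic region with QTLs and its correlation with plasma and body traits.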

#### Strain-specific modulation of the transcriptome by CAF diet in circulating monocytes

We also determined the effects of CAF diet on monocyte gene expression profile from LEW and WKY rats (Fig. 4A,B). We show that the phenotypic response of LEW rats to CAF diet was translated into significant changes in monocyte gene expression, and although 228 and 195 transcripts were significantly up- and down-regulated respectively, the magnitude of the fold changes induced by CAF diet was relatively moderate. Furthermore, GO and KEGG analysis of the differentially expressed transcripts did not reveal any significant enrichment for any obvious obesity-related pathways when the CAF and STD diets were compared in LEW rats. 

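In LEW rats, 2 transcripts differed between CAF and STD by a fold change over 1.5 at an unadjusted P under 0.01. Both were lower on CAF, by a log2 fold change of up to 0.72 in size, and without a gene name. By a fold change over 1.5 alone, 25 transcripts differed, 18 higher and 7 lower on CAF. Among the transcripts with a gene name, the largest rises at an unadjusted P under 0.01 were those of Krtap5-8 and Tcf7l1. Krtap5-8, a keratin-associated protein, had a log2 fold change of 0.34 (SE 0.08). Tcf7l1, a transcription factor of the Wnt pathway, had 0.26 (SE 0.07). Each value is that of a single probe set, and the other 4 of Krtap5-8 lay between −0.02 and 0.05 and the other 2 of Tcf7l1 at 0.09 and 0.10. Among the 5 largest falls were those of Trim59, a ubiquitin ligase, at −0.46 (SE 0.12), the chemokine receptor Cxcr6 at −0.43 (SE 0.15) and the mitochondrial carrier Slc25a25 at −0.37 (SE 0.12). None of them passed after adjustment (adjusted p from 0.685 to 0.884). At an unadjusted P under 0.01, 126 transcripts were higher and 181 lower on CAF, 307 in all against 288 expected by chance, and 1575 differed at an unadjusted P under 0.05. With limma, 0 of the 28826 transcripts had an adjusted p under 0.05, and the smallest was 0.685. For 97.4% of transcripts the 95% interval of the difference excluded a change of 1.5-fold. Hspb1, a small heat shock protein drawn in Fig. 4A, varied within each group and was at 6.52 ± 1.62 (SD, n = 5) on CAF and 6.89 ± 1.85 (SD, n = 5) on STD. Its highest values were in LEW CAF rat 2 and in LEW STD rats 2 and 3, whose arrays had the highest means of 16 heat shock genes in this strain, as seen after the values were known.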

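No gene of the 26 lists passed after adjustment over all transcripts in LEW rats, but 3 lists passed as a whole with camera's preset correlation. Erythroid markers were higher on CAF, with positive log2 fold changes for 19 of 23 genes and a median of 0.44 (adjusted p = 6.92e-09, adjusted p = 0.742 with an estimated correlation). Neutrophil markers were higher as well, with positive values for 18 of 19 genes (adjusted p = 8.26e-05, adjusted p = 0.765 with an estimated correlation), and leaving out LEW CAF rat 2 ended this call (adjusted p = 0.0828). Genes of the cell cycle were lower, with positive values for 4 of 29 genes (adjusted p = 5.94e-04, adjusted p = 0.342 with an estimated correlation). None of these 3 lists had a member that passed when adjusted over the list alone. Lists that bear on obesity did not pass the test, among them the PPAR pathway (34 genes, adjusted p = 0.852), the targets of SREBPs (24 genes, adjusted p = 0.937), nutrient and energy sensing (18 genes, adjusted p = 0.141) and glycolysis (23 genes, adjusted p = 0.369). For 1 rat, leaving it out made the list of nutrient and energy sensing pass. The inflammatory mediators Tnf and Il18 had log2 fold changes of −0.30 (SE 0.17, adjusted p = 0.922) and 0.12 (SE 0.15, adjusted p = 0.973).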

Interestingly, the modulation of the circulating monocyte expression profile by the CAF diet in the WKY rats resulted in more significant changes in monocyte gene expression levels (483 upregulated and 449 downregulated transcripts). 

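In WKY rats, 46 transcripts differed between the diets by a fold change over 1.5 alone, 7 of them higher and 39 lower on CAF. With an unadjusted P under 0.01 as well, 22 transcripts differed, 7 of them higher and 15 lower on CAF. The largest of these differences, a log2 fold change of 1.88 in size, was that of a transcript without a gene name, and the 10 with a gene name were all lower. Xcl1, a chemokine of NK and T cells, was at 10.12 ± 0.38 (SD, n = 5) on CAF and 11.28 ± 0.91 (SD, n = 5) on STD (log2 fold change −1.16, SE 0.34), and Ifng had a log2 fold change of −1.09 (SE 0.32). Gpnmb, a glycoprotein of macrophages, had −0.75 (SE 0.17) and the interferon-induced Mx2 −0.72 (SE 0.17). Among the transcripts with a gene name, the 5 largest rises included those of Vpreb3, of the pre-B cell receptor, at 0.51 (SE 0.12), Neto2 at 0.46 (SE 0.13) and the glutaminase Gls2 at 0.43 (SE 0.11). None passed after adjustment (adjusted p from 0.196 to 0.276). Interferon-stimulated genes were lower on CAF as a list, with negative values for 30 of 33 genes (0 higher and 13 lower when adjusted over the list alone; adjusted p = 1.34e-12, adjusted p = 0.182 with an estimated correlation). Monocyte and macrophage markers were lower too, with negative values for 29 of 33 genes (0 higher and 7 lower when adjusted over the list alone; adjusted p = 1.47e-08, adjusted p = 0.182 with an estimated correlation), whereas B cell markers were higher, with positive values for 12 of 13 genes (3 higher when adjusted over the list alone; adjusted p = 1.98e-05, adjusted p = 0.182 with an estimated correlation). Immediate-early genes, which also respond to handling of the cells, were lower, with negative values for 23 of 25 genes (0 higher and 1 lower when adjusted over the list alone; adjusted p = 2.55e-07), and so were the NK receptor complex, with 23 of 25 (adjusted p = 1.98e-05), and NK cell markers, with 11 of 11 (0 higher and 1 lower when adjusted over the list alone; adjusted p = 3.01e-04), each with an adjusted p = 0.278 with an estimated correlation. In all, 12 of the 26 lists passed with the preset correlation, 8 lower and 4 higher on CAF, and 0 with an estimated one. At an unadjusted P under 0.01, 392 transcripts were higher and 370 lower on CAF, 762 in all and 416 with the monocyte marker score as a covariate, which was chosen after seeing the data, and 2539 differed at an unadjusted P under 0.05. With limma, 0 had an adjusted p under 0.05 (smallest 0.187), and 1 passed without WKY CAF rat 4. The diet effects of the strains themselves differed for 0 transcripts at an adjusted p under 0.05 in the test of the interaction, and for 376 at an unadjusted P under 0.01, or 583 without WKY STD rat 1.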

GO and KEGG analyses showed an enrichment for Wnt and peroxisome proliferator-activated receptor (PPAR) signalling pathways for upregulated and downregulated genes, respectively.

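Of 34 measured genes of the PPAR pathway, 13 had positive and 21 negative log2 fold changes on CAF in WKY rats, with a median of −0.05, and none passed after adjustment over all transcripts (0 higher and 2 lower when adjusted over the list alone). The 2 were Slc27a2, a fatty acid transporter, at −0.65 (SE 0.15), and the acyl-CoA synthetase Acsl4, at −0.33 (SE 0.08). The lipid droplet protein Plin2 had −0.30 (SE 0.11) and the oxysterol receptor Nr1h3 −0.33 (SE 0.12). As a list the PPAR pathway was lower on CAF with camera's preset correlation (adjusted p = 0.0464) but not with an estimated correlation (adjusted p = 0.278 with an estimated correlation), and leaving out WKY CAF rat 3 or 4 or WKY STD rat 1, 2 or 5 ended the call (adjusted p = 0.0707 to 0.198). Of 42 measured genes of the Wnt pathway, 24 had positive and 18 negative values, with a median of 0.02, and none passed in either way of adjustment. Axin1, of the complex that degrades β-catenin, had 0.17 (SE 0.06), the transcription factor Tcf7 0.17 (SE 0.06) and the receptor Fzd6 −0.15 (SE 0.05). The Wnt list did not pass (adjusted p = 0.0895, adjusted p = 0.555 with an estimated correlation), and it passed when WKY STD rat 2 (adjusted p = 0.0417), WKY STD rat 3 (adjusted p = 0.0196) or WKY CAF rat 5 (adjusted p = 0.0380) was left out.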

**Fig. 4.**
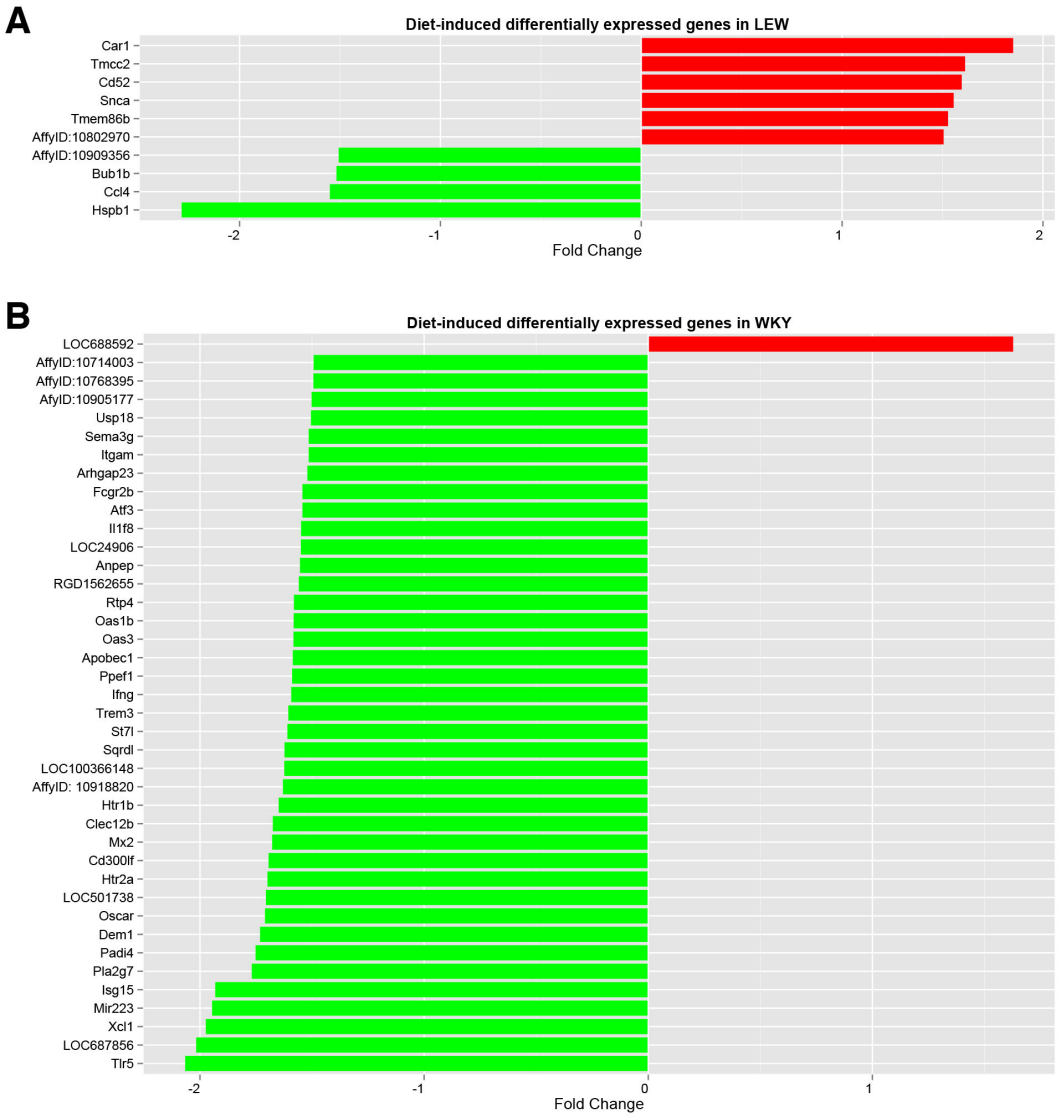
**Effect of** **CAF diet on the expression profile of circulating monocytes from WKY and LEW rats.** (A) The effect of the CAF diet on the transcriptome of circulating monocytes of LEW rats when compared to that of STD diet. (B) The effect of the CAF diet on the gene expression profile of circulating monocytes of WKY rats. Up-regulated and down-regulated transcripts with fold change (fc) >1.5 are shown.

## DISCUSSION

In the present study, we show differential monocyte transcriptome responses in inbred rat strains subjected to a metabolic challenge based on dietary energy density. Based on our previous results (Martínez-Micaelo et al., 2016), although both strains showed increased weight gain and adiposity in response to the CAF diet, plasma metabolic profiling evidenced contrasting phenotypic responses. Indeed, CAF diet challenge induced hyperglycaemia, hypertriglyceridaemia and higher levels of NEFAs in LEW rats, which was not the case for WKY rats. These strains are therefore distinct models of diet-induced obesity based on their biochemical response to CAF diet. Furthermore, increased circulating leptin levels were observed independently of the genetic background. In our previous work, using the same model of diet-induced obesity, we reported a strong relationship between plasma leptin levels and the nutritional status-associated traits, such as the food intake, adiposity or plasma triglycerides and glucose levels in LEW rats. The metabolic phenotype resulting from central leptin resistance is considered as a pivotal event underlying the development of obesity and its associated dysfunctions (Zhang and Scarpace, 2006). In contrast, the diet-induced hyperleptinaemia was not translated into the impairment in lipid and glucose metabolisms in WKY rats.

Here, we show that the diet-induced modulation of the inflammatory response is strain specific. Although CAF diet promoted inflammation in LEW rats, in which increased fat-derived circulating MCP-1 levels were observed, this was not the case for WKY rats, suggesting the genetic control of CAF-induced inflammatory markers in plasma.

The genetic determinants of the phenotypic response to diet is well established (Pérusse and Bouchard, 2000; Speakman, 2004). Our results obtained in WKY and LEW rats suggest that the factors underlying the differential response to the dietary energy density are genetically determined in these strains. The role of peripheral monocytes as professional stress-sensing circulating cells suggests that the regulation of gene expression in these cells is crucial for determining host genetic factors influencing the plasticity of the response to diet-induced obesity. Given the contrasting metabolic profiles of WKY and LEW rats, we hypothesised that their monocyte transcriptome will be an intermediate phenotype reflecting the genetic control of CAF diet in the rat. The differentially expressed genes underlying the strain-dependent response to CAF diet were determined by comparing the expression profiles of monocytes from CAF-fed WKY and LEW rats. Notably, the genes that were significantly overexpressed in WKY rats were significantly enriched for the activation of inflammatory and immune response GO categories. Indeed, genes encoding classical inflammatory mediators, including *Ifng*, *Tnf*, *Nos2*, several interleukins and regulators of eicosanoid production were significantly overexpressed in CAF-fed WKY rats.

The measurement of a broader range of inflammatory plasma biomarkers (not only MCP-1 levels) in the two strains will allow more conclusive correlations between the monocyte transcriptome and systemic markers of obesity-induced inflammation. Of note, the expression of Mcp1 is not differentially expressed in response to cafeteria diet in monocytes from WKY and LEW strains, so the levels of this inflammatory biomarker in plasma is not explained by the peripheral monocyte transcriptome, but more likely is a result of adiposity gained during the CAF diet.

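Ccl2 encodes MCP-1, a chemokine that draws monocytes into tissue. In LEW rats its log2 value was 12.85 ± 0.44 (SD, n = 5) on CAF and 13.09 ± 0.25 (SD, n = 5) on STD, a log2 fold change of −0.25 (SE 0.16, adjusted p = 0.934). In WKY rats it was 13.48 ± 0.11 (SD, n = 5) on CAF and 13.54 ± 0.12 (SD, n = 5) on STD, a log2 fold change of −0.06 (SE 0.16, adjusted p = 0.948). The diet effects of the strains differed by 0.19 (SE 0.22, adjusted p = 0.933 for the interaction). Between the strains on CAF, Ccl2 was higher in WKY rats by 0.64 (SE 0.16, adjusted p = 0.0132), where its receptor Ccr2 was lower. Whether this call of Ccl2 holds under other settings was not tested.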

A co-expression network of the differentially expressed genes was inferred in order to explore transcriptional changes in terms of gene–gene interactions. The integration of the co-expression network inferred from the significant pairwise partial correlations between the strain-specific genes showing differential expression and the MCODE-based clustering of nodes leads to biological function-enriched clusters of highly co-expressed genes. This is based on the assumption that functionally related genes are frequently co-expressed across organisms, forming conserved transcription modules. Thus, by extracting the cluster of genes differentially co-expressed, we identified a module where highly co-expressed genes were significantly enriched for nutrient sensing, the response to hormone stimuli and NOD-like receptor signalling pathways. Furthermore, *Acss2* was identified as the most highly connected hub gene and also the gene with the highest betweenness centrality score, two topological measures that highlight the impact of this node within the cluster. Based on its position within the cluster, *Acss2* expression changes might have a large impact on the underlying biological functions (Carter et al., 2004). *Acss2* encodes a member of the acyl-CoA synthetase short-chain family, an enzyme that catalyses the ligation of the acetate derived from the β-oxidation of fatty acids to CoA to produce acetyl-CoA, which is further oxidised through the tricarboxylic acid (TCA) cycle. *Acss2* is therefore an essential enzyme for energy expenditure under ketogenic conditions (Luong et al., 2000). QTLs related to complex obesity-related traits such as body weight, glucose and leptin levels were found to overlap within the *Acss2* genomic region. Interestingly, in a previous study investigating glucose-intolerance biomarkers in circulating white blood cells (WBCs) in ApoE3Leiden mice treated with high-fat diet (Wopereis et al., 2012), *Acss2* gene expression was proposed to be an accurate diagnostic biomarker for glucose intolerance. *Acss2* gene expression in WBCs has been linked with hepatic concentrations of TCA-involved metabolites, including citrate, malate, succinate and fumarate, whose production depends directly on the ACSS2 protein activity (Wopereis et al., 2012). Consistent with these results, we found that, in addition to the overexpression of *Acss2* in CAF-fed WKY rat monocytes, which showed significantly lower glucose levels than CAF-fed LEW rats, there is a significant and strong correlation between *Acss2* gene expression in circulating monocytes and the corresponding glucose plasma levels. 

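The Acss2 log2 value was 9.36 ± 0.10 (SD, n = 5) in CAF-fed WKY rats and 8.75 ± 0.31 (SD, n = 5) in CAF-fed LEW rats, a log2 fold change of 0.60 (SE 0.13, adjusted p = 0.00416). The 5 WKY rats lay between 9.24 and 9.46, and the LEW rats at 8.63, 9.30, 8.61, 8.60 and 8.62, where the highest is LEW CAF rat 2. On STD the values were 9.14 ± 0.18 (SD, n = 5) in WKY and 8.95 ± 0.23 (SD, n = 5) in LEW rats, a log2 fold change of 0.19 (SE 0.13, adjusted p = 0.404). The differences between CAF and STD did not pass the test in LEW rats, at −0.19 (SE 0.13, adjusted p = 0.937), or in WKY rats, at 0.22 (SE 0.13, adjusted p = 0.658), and the diet effects of the strains differed by 0.41 (SE 0.18, adjusted p = 0.817 for the interaction). Within the groups, Acss2 was higher on arrays with a higher mean of 16 heat shock genes, by 0.53 (SE 0.07, adjusted p = 1.82e-04) per log2 unit, a relation tested after seeing the data. Plasma glucose and the other traits of these rats were not analysed here.

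**Figure D2:**
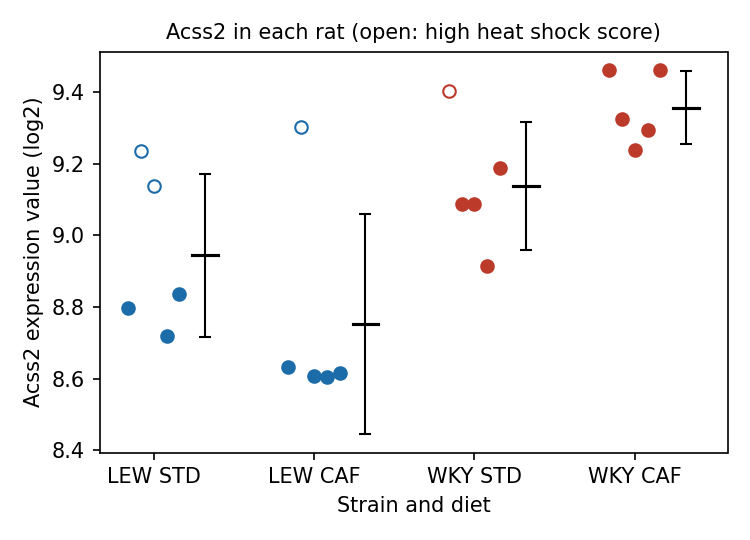
Log2 value of Acss2 in each of the 20 rats, by strain and diet, with 1 point per rat and a bar with a whisker at the group mean ± SD. Open points are the 4 arrays with the highest mean of heat shock genes, singled out after seeing these means, 1 in LEW CAF, 2 in LEW STD and 1 in WKY STD. CAF-fed WKY rats lie between 9.24 and 9.46 and 4 of the CAF-fed LEW rats between 8.60 and 8.63.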

*Acss2* levels also significantly correlate with plasma leptin levels and the body weight, traits related to the overlapping QTLs, and with the plasma levels of triglycerides and NEFAs. Therefore, our results confirm that a low expression of *Acss2* in circulating monocytes is an indicator of impaired glucose metabolism. Furthermore, *Acss2* is involved in *de novo* lipogenesis, and in the regulation of the triglyceride storage capacity of adipose tissue, playing a key role as a nutrient sensor. In addition, the expression of *Acss2* is regulated by sterol regulatory element-binding proteins (SREBPs), transcription factors, which are key regulators of nutritional homeostasis (Osborne, 2000). SREBPs, and especially SREBP-1, which is abundantly expressed in monocytes, have also been described as a link between the lipid metabolism and the innate immune response through its direct regulation of core genes involved in the inflammasome activation (Im et al., 2011), supporting the significant over-representation of the NOD-like receptor signalling pathway in the co-expressed genes within the *Acss2*-regulated nutrient-sensing cluster. In summary, our results strongly suggest that *Acss2*, a nutrient-sensing protein and a diagnostic biomarker of glucose resistance, is a key regulator gene for the differential responsiveness to dietary energy density and a pivotal genetic link for the integration of metabolic and immune homeostasis.

When CAF-diet effects were compared to those of the STD diet, this translated into a moderate change in gene expression profile in circulating monocytes of the LEW rat, whereas a substantial set of genes was differentially modulated in WKY rats including microRNA 223 (*Mir223*) expression. miR-223, the mature form of *Mir223*, is a microRNA that is highly expressed in monocytes/macrophages and directly targets STAT3 to regulate its activation (Chen et al., 2012).

In conclusion, these results suggest that inbred rat strains could be used in nutritional genomics studies to establish the complex intermediate role of innate immune cells, such as monocytes, in CAF-induced obesity.

## MATERIALS AND METHODS

### Animals and experimental design

Male LEW (LEW/Crl) and WKY (WKY/NCrl) (Charles River, Margate, UK) rats, weighing 190 g and 130 g, respectively, were housed in a 22°C temperature-controlled room with a 12-h-light–12-h-dark cycle. After an adaptation period, rats from each strain were randomly distributed into two experimental groups (*n=*5) and fed with either a standard chow diet (STD) (Panlab, Barcelona, Spain) or a cafeteria diet (CAF), generating a hypercaloric diet distributed in a 10.4%, 38.6% and 50.8% of daily total energy intake from protein, carbohydrates and lipids, respectively. After 7 weeks of the indicated diet, the rats were fasted for 9 h and sacrificed by exsanguination under anaesthesia. Blood was collected from abdominal aorta, and circulating monocytes were immediately isolated. See Fig. 1 and Martínez-Micaelo et al. (2016) for more detailed experimental design. Heparinised plasma was obtained by centrifugation from blood samples and stored at −80°C until analysis. All the procedures were performed with the approval of the Animal Ethics Committee of the Universitat Rovira i Virgili (Tarragona, Spain).

### Measurement of inflammatory parameters in plasma

MCP-1 was measured with an enzymatic colorimetric test kit provided by ABCAM (Cambridge, MA).

### Isolation of circulating monocytes, RNA extraction and microarray preparation

Peripheral blood mononuclear cells (PBMCs) were isolated by density-gradient centrifugation using HISTOPAQUE-1083 solution (SIGMA, Madrid). Monocytes were purified based on their adherence to plastic in serum-free RPMI medium. Then, after 90 min, the non-adherent cells were removed by several washes with warm PBS, and the total RNA from the adherent monocytes was extracted using the TRIzol reagent according to the manufacturer's instructions (Invitrogen, Barcelona, Spain) and purified using RNeasy microkits (Qiagen). The quality of total RNA isolated was determined using a Agilent 2100 Bioanalyser. The RNA Integrity Number (RIN) of RNA ranged from 9.10-10. Total RNA (150 ng) were amplified, labelled and hybridised to Rat Gene 1.0 ST arrays (Affymetrix, Santa Clara, CA) using the Ambion WT Expression kit (Life Technologies) according to manufacturer's instructions.

### Microarray analysis of differential gene expression

The data from microarrays (deposited at Gene Expression Omnibus under GEO Series accession number GSE85167) were normalised using the robust multi-array average (RMA) method (Irizarry et al., 2003), implemented in the Affymetrix Bioconductor package, and the differentially expressed genes were determined using the linear model implemented in the limma Bioconductor package. The Benjamini and Hochberg method was used to adjust *P*-values for multiple testing and control of the false discovery rate. GO terms and KEGG pathways analysis was performed using the GOstats Bioconductor package (Falcon and Gentleman, 2007).

### Gene co-expression networks and statistical analysis

A gene co-expression network was constructed from the gene expression profiles of the transcripts whose expression was differentially modulated (absolute fc >1.5) when comparing the expression profiles of circulating monocytes from the CAF-diet-fed WKY and LEW rats. The co-expression network was inferred using a graphical Gaussian model (GGM) implemented in the R package GeneNet (Schäfer and Strimmer, 2005). Briefly, a partial-correlation matrix was estimated by computing the partial correlation between the expression profiles of each gene pair. Bayesian posterior edge probability >0.95 (corresponding to a local false discovery rate <5%) was used to determine the significance of the resulting pairwise partial correlations. In the resulting co-expression network, the nodes represent the set of genes that were differentially expressed and co-expressed between WKY and LEW rats, and the edges link the pairs of genes whose expression is not conditionally independent, defined as the pairwise partial correlation once the common effects of the other genes in the subset are removed (Opgen-Rhein and Strimmer, 2007). To identify sub-clusters (modules) within the network we used the MCODE algorithm implemented in the clusterMaker plugin (Morris et al., 2011) of Cytoscape software (Cline et al., 2007), and the modules were functionally annotated with GO terms and KEGG pathways using the GOstats Bioconductor package (Falcon and Gentleman, 2007). The selected clusters were analysed using the cyto-Hubba plugin (Lin et al., 2008) to determine the hubs and bottlenecks that represent the key regulatory genes within the network.

###

How the deposited data were processed for this re-analysis (not part of the article)

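RNA from blood cells of 20 male rats, 1 Rat Gene 1.0 ST array per rat, was compared in 4 groups of 5, LEW and WKY rats fed STD or CAF for 7 weeks. The group of each array was taken from its sample label. The labels call the cells peripheral blood mononuclear cells, whereas the methods describe adherent monocytes, so the values are read here as those of a blood cell preparation. The authors deposited 1 table of log2 signal values per probe set, normalised between arrays, which the methods describe as RMA values and the submitters' notes as MAS5 values, without a version. The values ran from 3.57 to 14.4 and were used as deposited, with no further normalisation, no filter and no array left out. No 2 arrays were identical, and the highest correlation between 2 of them was 0.997 across probe sets. The first principal component held 45.5% of the variance and separated the strains, and the second held 11.6%. The probe sets are called transcripts in the text.

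Differences were computed with limma 3.58.1 in R 4.3.3, with 1 mean per group, moderated statistics without a trend, 16 residual and 3.67 prior degrees of freedom, and Benjamini–Hochberg adjustment over all transcripts of a comparison. The comparisons were WKY against LEW rats on CAF, the same on STD, CAF against STD in each strain, and the diet by strain interaction, that is the diet effect in WKY rats minus that in LEW rats. The thresholds follow those that the paper states for the strains. P under 0.01, which the paper does not call adjusted or unadjusted, was read as unadjusted. It was used alone or with a fold change over 1.5, where the paper gives the fold change only. An adjusted p under 0.05 with a fold change over 5 was used as well. For its counts of the diets the paper states no threshold, and its Fig. 4 shows transcripts with a fold change over 1.5. An unadjusted P under 0.01 and an adjusted p under 0.05 were used for the diets here. The 95% interval excluded a change of 1.5-fold for 92.7% of transcripts between the strains on CAF, for 91.6% on STD and for 96.5% between the diets in WKY rats. The depth of an array is its signal over background, and changes of transcripts near the low end of the range are less visible. A call in the text without a tool beside it is an adjusted p under 0.05 from limma.

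Gene names came from the platform's annotation and the rat RefSeq table. Of the transcripts, 15515 were listed there, 306 of them under several symbols and 15209 under 1, while 13311 were not listed and are unnamed here. The 15209 stood for 14497 genes, 494 of which had more than 1 probe set. The genes named in the text follow a rule set beforehand. For the strains on CAF and for the diet in each strain, these are the 10 largest rises and the 10 largest falls at an adjusted p under 0.05 among transcripts with 1 symbol or, if fewer than 5 passed each way, the 5 largest at an unadjusted P under 0.01, called so. To these come each gene that the paper names in its text, in Fig. 2A, in the submodule of Fig. 3A or in Fig. 4, from each gene list 2 to 4 members of the smallest adjusted p, and for the interaction the 5 genes of the smallest P. The paper's own values had been read before. Of the paper's genes, 27 had no probe set matched by name, among them Mpa2l, Klra7, Lilrb3l, Mir223, Rpl12, Ifitm6, Neb, Ighg, Fpr2, Fcgr2a, Tmcc2, Sema3g, Arhgap23, Trem3, Oscar, Tlr5 and 9 provisional loci. Current symbols were used for Acod1 (Irg1), Noct (Ccrn4l), Jchain (Igj), Sqor (Sqrdl), Exo5 (Dem1) and Il36b (Il1f8).

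GO terms were replaced by 26 gene lists, written before the data were examined, for immune signalling, metabolism, cell state and markers of blood cell types, with 1 probe set per gene, the one of the highest mean signal. Each list was tested with camera of limma, with a preset correlation between genes of 0.01 and with an estimated one, and adjusted over the 26 lists of a comparison. Members were counted at an adjusted p under 0.05 over all transcripts and when adjusted over the list alone. The list of mediators holds genes that the study chose on these rats. The signs of the median, the mean and the test of a list differed for glycolysis, the PPAR and Wnt pathways, heat shock and the NK receptor complex between the strains on CAF, for glycolysis on STD, for the targets of SREBPs, eicosanoids and dendritic cells in LEW rats, for JAK–STAT, the targets of SREBPs, nutrient sensing and dendritic cells in WKY rats, and for the targets of SREBPs and glycolysis in the interaction, and none of these passed.

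The network was built with corpcor 1.6.10 and igraph 2.1.4 from the 10 CAF arrays, with the number of edges set to that of the text, since the package that the methods name for edge probabilities was not used here. The procedure was tested on simulated data, in which 100 of 28826 transcripts were changed by each fold. At 1.5-fold it recovered 93 between the strains on CAF, 91 on STD, 94 between the diets in LEW and 89 in WKY rats, and at 2-fold 99, 98, 100 and 98, with 0 in the wrong direction and 13, 8, 13 and 12 false calls over both folds. It called 0 of 25 lists that were left alone and found 28 of 28 edges among 8 linked nodes. Other splits of the real rats gave a median of 6 to 8 lists at an adjusted p under 0.05. The simulated 0 thus does not bound the false list calls in the real data. No count of false edges is given, so the 28 edges found do not bound the false edges of the real network.

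Each count of transcripts and most named genes were recomputed with only the 2 groups compared, with limma-trend and with robust eBayes (statmod 1.5.0). They were recomputed with quantile normalisation again, with each array centred on its median and without the probe sets below the median signal. Only probe sets of 1 gene symbol, array weights and the sample number as a block were used too. Each array was left out in turn, and the counts were also taken at an adjusted p under 0.01. Named genes on STD were recomputed at most without each array in turn. For the interaction 5 genes were recomputed, and Ccl2 was not recomputed between the strains on CAF. Lists were recomputed with quantile normalisation again, with the block, without each array in turn, with an estimated correlation and with the mean of all probe sets of a gene, and not with the other alternatives. The network was also built from all 20 arrays, with the groups centred, and with 4000 and 16000 edges. Added after seeing the data were the means of the heat shock, erythroid and monocyte lists as covariates, a fit without the 4 arrays of the highest heat shock mean, and a network of the 10 CAF arrays with each group centred. Counts were set against those of 100 splits of the same rats. Body weight, plasma and other traits of the rats were not analysed here, nor were GO terms, RT-PCR or probe sequences.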

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

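The tests of explanations in this part were chosen after seeing the results, and the test of the interaction was set in advance.

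Single rats lay far from the other 4 of their group in 9 of 198 groups tested for named genes and in 6 of 104 tested for list means, where chance gives about 1 in 20. LEW CAF rat 2 was the highest in Acss2, at 9.30 on the log2 scale with the others at 8.60 to 8.63, in the small heat shock protein Hspb1 (9.41, others 5.66 to 6.09) and in the mean of the heat shock genes (10.9, others 9.97 to 10.1), and the lowest in the T cell marker Cd27 (10.9, others 11.4 to 11.6). WKY CAF rat 3 was the lowest in Ptgs2 (10.17, others 10.79 to 11.01), Cxcl1 (10.9, others 11.4 to 11.6), Car1 (6.04, others 6.38 to 6.49) and the mean of the mediators that the text names (9.45, others 9.80 to 9.93). WKY CAF rat 1 was the lowest in Elovl6 (9.13, others 9.93 to 10.1) and Xk (7.25, others 7.85 to 8.08) and the highest in Cish (9.97, others 9.37 to 9.49). In list means, WKY CAF rat 5 was the lowest for the Wnt pathway (7.42, others 7.44 to 7.46), WKY STD rat 1 the highest for heat shock (10.7, others 10.1 to 10.2), WKY STD rat 4 the lowest for antigen processing for MHC class I (10.3, others 10.5) and WKY STD rat 3 the highest for platelet markers (12.1, others 12.0).

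The strains on STD, which the paper does not compare, differed in 3845 transcripts at an unadjusted P under 0.01 (1952 higher and 1893 lower in WKY rats), 3247 of them at an adjusted p under 0.05.

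The diet effect differed between the strains for 10 lists in the test of the interaction with camera's preset correlation. It was lower in WKY than in LEW rats for interferon-stimulated genes (adjusted p = 5.73e-07), markers of neutrophils (adjusted p = 1.06e-06) and of monocytes (adjusted p = 7.91e-06), immediate-early genes (adjusted p = 0.00132), the NK receptor complex (adjusted p = 0.00417), markers of NK cells (adjusted p = 0.0182) and erythroid markers (adjusted p = 0.0376). It was higher for markers of B cells (adjusted p = 4.83e-04) and T cells (adjusted p = 0.0267) and for MHC class II (adjusted p = 0.0376). With an estimated correlation none of the 10 passed (adjusted p from 0.376 to 0.661). Without WKY STD rat 5, 6 lists passed. The call of T cells ended with quantile normalisation again (adjusted p = 0.0560) and that of the erythroid markers with the replicate block (adjusted p = 0.0600), while NF-κB targets (adjusted p = 0.0512) passed with the first (adjusted p = 0.0404) and with the second (adjusted p = 0.0383), and without LEW CAF rat 3 or 4, LEW STD rat 1, 2 or 3, WKY CAF rat 1, 2 or 5 or WKY STD rat 1 or 4 (adjusted p = 0.00114 to 0.0412). Other lists passed only with 1 rat left out, namely chemokines without LEW CAF rat 2 or 3, LEW STD rat 1, WKY CAF rat 1 or 5 or WKY STD rat 4 (adjusted p = 0.0281 to 0.0487), the mediators of the text without LEW CAF rat 3 or LEW STD rat 2 (adjusted p = 0.0309 to 0.0325), nutrient sensing without LEW STD rat 4 or WKY STD rat 2 (adjusted p = 0.0408 to 0.0474), the PPAR pathway without WKY CAF rat 5 (adjusted p = 0.0421), platelet markers without WKY CAF rat 1 (adjusted p = 0.0487) and heat shock without LEW CAF rat 2 (adjusted p = 0.0159). The call of the NK receptor complex ended without WKY STD rat 5 (adjusted p = 0.0790), that of NK cells without LEW CAF rat 2, LEW STD rat 1 or 3 or WKY STD rat 5 (adjusted p = 0.0666 to 0.169) and that of T cells without LEW CAF rat 2, LEW STD rat 1, WKY CAF rat 1 or 3 or WKY STD rat 3 or 5 (adjusted p = 0.0837 to 0.137). For the erythroid markers it ended without LEW CAF rat 1, 2 or 3, LEW STD rat 1 or 2, WKY CAF rat 3 or WKY STD rat 1 or 3 (adjusted p = 0.0818 to 0.430) and for MHC class II without LEW CAF rat 2, 4 or 5, LEW STD rat 1, 2 or 3, WKY CAF rat 1 or 2 or WKY STD rat 3, 4 or 5 (adjusted p = 0.0571 to 0.223).

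Acss2 varied within the groups, and its value may follow a heat shock state of the sample. Within the groups it rose by 0.53 (SE 0.07, adjusted p = 1.82e-04) per log2 unit of the heat shock mean, with a t statistic at percentile 99.7 by size of all transcripts, of which 538 passed. The means were 11.2 in LEW STD rat 2, 10.9 in LEW CAF rat 2 and 10.7 in WKY STD rat 1 and LEW STD rat 3, and at most 10.2 in the others, and these 4 were singled out after their means had been seen, first with a stricter limit that took 2 of them. The heat shock state alone is unlikely to make the strain difference on CAF, which was 0.60 (SE 0.13) and stayed at 0.63 (SE 0.07, adjusted p = 1.93e-06) with the mean as a covariate. The difference of 0.74 without the 4 arrays (adjusted p = 6.72e-07) decides nothing, because of them only LEW CAF rat 2, the highest of the lower group, belongs to this comparison, so that leaving it out had to raise the difference. Over the alternatives the adjusted p ran from 6.72e-07 to 0.0195. Where the heat shock state comes from was not tested, and the design gives no condition for it, so no biological explanation was tested.

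Interferon-stimulated genes and monocyte markers were lower on CAF in WKY rats as lists, and with exact permutation of the 10 rats their means differed by −0.31 (exact p = 0.0238, adjusted p = 0.103 over the 26 lists) and −0.21 (exact p = 0.0238, adjusted p = 0.103), so that neither passed after adjustment. The smallest exact p that 5 against 5 rats can give is 0.00794, so that a single low value could not pass over 26 lists, and these p were not held against any explanation. A lower share of monocytes alone would raise the markers of the other cell types alike. The mean of B cell markers differed by 0.21 (SD 0.09 and 0.14, exact p = 0.0159, adjusted p = 0.103). Those of platelets (0.17), erythroid cells (0.16), T cells (0.04) and dendritic cells (0.02) were higher too. The mean of NK cell markers differed by −0.31 (SD 0.07 and 0.25, exact p = 0.0397, adjusted p = 0.147). That of neutrophil markers differed by −0.25 (SD 0.33 and 0.52). The NK cell difference was larger than either SD but did not pass after adjustment. It speaks only weakly against a lower share of monocytes as the sole cause, which was not excluded. No 1 rat is likely to set the list results, as the largest adjusted p of the 2 lists with any rat left out was 1.38e-05 with the preset correlation, although neither list passed with an estimated correlation. Immediate-early genes, which also respond to activation or handling of cells, differed by −0.26 (SD 0.10 and 0.06, exact p = 0.00794, adjusted p = 0.103). An effect of the diet on the cells and a difference in their activation or handling were not tested apart. Nor were a change of the B cells themselves and a shift among the lymphocytes, and all of these stay open.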

How the results depend on the processing

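The alternatives were set in advance except for the covariates, the fit without arrays of high heat shock score and the centred network of the CAF arrays, which were chosen after seeing the data. The values are array signals, so that transcripts near the background show smaller changes than they have.

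With only probe sets of 1 gene symbol, where fewer transcripts are tested, the counts at an unadjusted P under 0.01 were 1853 between the strains on CAF, 2508 on STD, 134 for the diet in LEW and 499 in WKY rats and 234 for the interaction, 381 passed with a fold change over 1.5 and 5 with a fold change over 5, and the share higher in WKY rats was 57.3%. Without the probe sets below the median signal, where fewer transcripts are tested, the diet in LEW rats had 142, the interaction 227 and the share was 55.9%. At an adjusted p under 0.01, a stricter threshold, 1200 transcripts passed between the strains on CAF, 58.3% of them higher in WKY rats, 1730 passed on STD, and 0 for the diet in LEW and in WKY rats and for the interaction. With array weights the interaction had 596, and with each array centred on its median the share was 51.6%, and the cause was not tested. With the monocyte marker score as a covariate, 20 transcripts passed with a fold change over 5, of which 9 were among the 11, the diet in WKY rats had 416, of which 165 were among the 762, and the share was 51.4%. With the erythroid marker score it was 49.7%, and the cause was not tested.

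With an estimated correlation, which is larger than the preset one for most lists, 2 lists passed between the strains on CAF, 2 on STD, 0 for the diet in LEW and 0 in WKY rats and 0 for the interaction. The rank of Acss2 in the network was 37 over all 20 arrays, 500 over these with each group centred on its mean and 510 over the 10 CAF arrays centred in the same way, and 196 and 211 with 4000 and 16000 edges. A rank was counted as the same when it lay within 1 SD of those without each rat.

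Without each rat in turn, the counts between the strains at an unadjusted P under 0.01 were 2523 to 3027 on CAF and 3280 to 4010 on STD, 1677 to 2211 passed on CAF after adjustment, 613 to 671 with a fold change over 1.5 and 9 to 12 with a fold change over 5. The share higher in WKY rats ran from 52.8%, without WKY CAF rat 5, to 56.4%, without WKY CAF rat 1. For the diet at an unadjusted P under 0.01 the counts were 252 to 360 in LEW and 532 to 990 in WKY rats, and after adjustment 0 to 0 in LEW and 0 to 1 in WKY rats, with 1 without WKY CAF rat 4. For the interaction they were 291, without LEW CAF rat 1, to 583, without WKY STD rat 1, and 0 to 0 after adjustment. The lists that passed were 13 to 17 between the strains on CAF, 10 to 14 on STD, 8 to 13 for the diet in WKY rats, 3 to 6 in LEW rats, with 6 without LEW STD rat 4 and 5 without LEW STD rat 5, and 6, without WKY STD rat 5, to 13 for the interaction. The rank of Acss2 ran from 137, without WKY CAF rat 1, to 495, without LEW CAF rat 2.

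The labels give no pairing of the rats by number. As a replicate block they gave 3117 transcripts at an unadjusted P under 0.01 between the strains on CAF, 3990 on STD, 337 for the diet in LEW and 862 in WKY rats and 424 for the interaction, and 1 for the diet in WKY rats after adjustment, where 0 passed without the block. After the group means were removed, the best match of an array in another group had its own number in 19 of 60 cases, against 12 by chance, and the correlations of arrays of the same number ran from −0.222 to 0.564 across transcripts, with a median of 0.0918, against −0.0272 for other numbers, and were highest between LEW STD and LEW CAF for the numbers 2 (0.514) and 5 (0.564). With the block, the call of nutrient sensing (adjusted p = 0.0496) and that of platelet markers (adjusted p = 0.0403) appeared between the strains on CAF.

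No called gene or list reversed, but the share higher in WKY rats turned from a majority to a minority with the erythroid marker score. Over all alternatives, 2132 of 2270 values of called genes stayed called and 138 did not, and 6263 of 6319 values of genes not called stayed so and 56 passed. For lists, 696 of 814 called values stayed called and 118 did not, and 1198 of 1266 others stayed so and 68 passed. Of the 99 called genes that were recomputed between the strains on CAF, 80 stayed called under each alternative set in advance. Ccl2 is called there too but was not among them. Of 24 genes not called 11 stayed so, and the sign of a gene called neither way was not counted. The fit of only the 2 groups compared was not run for the interaction, which needs 4 groups, and a change of the log scale did not apply, as the values were log2 already.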

Differences from the paper's values

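The alternatives named here were set before the data were examined unless the sentence says otherwise, and no test in this part was chosen to explain a difference. A count was taken to differ when 1 of the 2 values was over 1.5 times the other. A fold change was taken to differ when its direction was not that of the paper or when its log2 value lay further from the paper's than the larger SD of the 2 groups compared here, so that the tolerance is wide for genes that varied between rats. A value that does not differ in this sense is called within the paper's value.

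At P under 0.01, which the paper does not call adjusted or unadjusted, the paper gives 8479 transcripts that differed between CAF-fed WKY and LEW rats. At an unadjusted P under 0.01 there were 2963 here, and none of the 20 alternatives came within the paper's value. At an adjusted p under 0.05 and a fold change over 5, the paper gives 29 transcripts, against 11 here, and none of 19 alternatives came within it. With the monocyte marker score as a covariate, chosen after seeing the values, the count was 20, within 1.5 times of the paper's, and of the 28 measured genes that the paper calls between these groups and that passed here, that setting dropped 4, Rhd, Nos2, Il1a and F3, and it gained 1, Alox5. For the diet in LEW rats, where the paper states no threshold for its counts, it gives 228 transcripts higher on CAF, against 126 here at an unadjusted P under 0.01. Of 20 alternatives, 5 came within the paper's value, namely array weights (204), and the fits without LEW STD rat 1 (157) or 4 (189) or LEW CAF rat 2 (157) or 5 (157). With the erythroid marker score as a covariate, chosen after seeing the values, the count was 192, and for this comparison no gene of the paper passed here that it could drop.

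Of 11 fold changes between the CAF-fed strains that the paper states in its text, 11 had the same direction here and 3 differed, each being smaller here. The paper gives 2.43 for Ifng, against 1.63 here (adjusted p = 0.229), 2.34 for Il12a, against 1.62 here, and 2.70 for Alox5, against 1.49 here (adjusted p = 0.118), and none of the 18 alternatives of each came within the paper's value. Alox5 was at 2.23 with the monocyte marker score as a covariate (adjusted p = 0.00179), within the paper's value, a setting that was chosen after seeing the values and drops 4 of these 28 genes. For Ldha, the value here that lies near the paper's is that of the probe set nearest to it.

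Of 15 genes of Fig. 2A, 15 had the same direction here and 6 differed, each being smaller here. Fold changes of about 7.7 for Ly49si1, about 5.1 for Rnd3, about 7.5 for Slc27a2, about 6.4 for Ccrl2, about 5.0 for Dok4 and about −5.1 for Klrd1 in Fig. 2A, read by eye, stood against 2.85, 2.88, 3.41, 3.68, 3.97 and −2.20 here, with none of their alternatives within the paper's value. Ccrl2 was at 4.87, within it, with the monocyte marker score as a covariate, chosen after seeing the values, which drops 4 of the 28 genes. Retnlg, at about 6.0 in Fig. 2A, read by eye, against 3.82 here, was not counted as differing, because its larger SD was 0.89, whereas that of Dok4 was 0.16. The 6 genes of Fig. 4A and the 24 of Fig. 4B had the same direction here, and 1 differed, Clec12b, at about −1.7 in Fig. 4B, read by eye, against −1.02 here. It came within the paper's value with array weights (−1.09) and without WKY STD rat 1 (−1.23) or 3 (−1.08) or WKY CAF rat 4 (−1.14) or 5 (−1.11), but not under the other 13 of its 18 alternatives. Among the settings chosen after seeing the values, it did so with the heat shock score (−1.04) and the erythroid marker score (−1.05) as covariates and without the 4 arrays of high heat shock score (−1.23), which for this comparison drop none of the paper's genes, as none passed here. With the monocyte marker score as a covariate it was 1.29, in the other direction (adjusted p = 0.884).

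Of the transcripts at P under 0.01 between the CAF-fed strains, read here as unadjusted, the paper's share higher in WKY rats is 75.5%, against 54.0% here. The 95% interval of 52.2 to 55.8% excludes the paper's share when transcripts are counted as independent. The share here was 58.3% at most in the alternatives and 63.6% among the 640 transcripts that also had a fold change over 1.5. Other counts were within 1.5 times of those here, though not in each alternative. The paper's 954 transcripts with a fold change over 1.5 stood against 640 here, which also had an unadjusted P under 0.01, and 694 by fold change alone, and 11 of 20 alternatives were within the paper's value, the fit without WKY CAF rat 4 (613) not being so. For the diet, where the paper states no threshold for its counts, the paper's 195 lower on CAF in LEW rats stood against 181 (within in 17 of 20 alternatives). The paper's 483 higher and 449 lower in WKY rats stood against 392 (12 of 20) and 370 (14 of 20). The paper's 742 nodes of the network stood against 536 (13 of 14).

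The paper names Acss2 as the gene with the most connections and the highest betweenness of its cluster. Here it ranked 216 of 640 by degree in the whole network, with neighbours of higher degree, and clusters were not drawn. The rank was 37 over all 20 arrays and 495 without LEW CAF rat 2. Which arrays entered the paper's network is not stated there. The paper reports transcripts changed by the diet in each strain, whereas 0 passed after adjustment with limma in either, with 1575 in LEW and 2539 in WKY rats at an unadjusted P under 0.05. The paper lists the Wnt pathway among the genes raised on CAF in WKY rats. Of its 42 measured genes 24 had positive values here, and the list did not pass (adjusted p = 0.0895), but it passed without WKY STD rat 2 (adjusted p = 0.0417) or 3 (adjusted p = 0.0196) or WKY CAF rat 5 (adjusted p = 0.0380). The PPAR pathway, which the paper lists among the lowered genes, was lower here too (adjusted p = 0.0464, adjusted p = 0.278 with an estimated correlation). Socs3, which the paper places in the network, was higher by 0.52 and so outside the 1.5-fold set here, while the other 8 genes of that submodule were inside it.

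Of the mediators and submodule genes that the paper calls higher in CAF-fed WKY rats, 5 did not pass here, Ifng, Il6, Alox5, Rtp3 and Noct, each with the same direction as in the paper. Ifng passed when only the 2 CAF groups were fitted (adjusted p = 0.00267). Il6 passed in that fit (adjusted p = 0.0425), without the probe sets below the median signal (adjusted p = 0.0462), with array weights (adjusted p = 0.0109), with the replicate block (adjusted p = 0.0454) and without LEW CAF rat 2 (adjusted p = 0.0443). Alox5 passed with array weights (adjusted p = 0.0471) and without WKY CAF rat 3 (adjusted p = 0.0455). Rtp3 passed in the fit of the 2 CAF groups (adjusted p = 0.0394), with array weights (adjusted p = 0.0156), with the replicate block (adjusted p = 0.0491) and without LEW CAF rat 5 (adjusted p = 0.0378). Noct passed without the probe sets below the median signal (adjusted p = 0.0354), with only probe sets of 1 gene symbol (adjusted p = 0.0411), with array weights (adjusted p = 0.0152), with the replicate block (adjusted p = 0.0404) and without LEW CAF rat 1 (adjusted p = 0.0486) or 5 (adjusted p = 0.0108). Among the settings chosen after seeing the values, the heat shock score as a covariate called Il6 (adjusted p = 0.0116) and Noct (adjusted p = 0.0477) and dropped 0 of the 28 genes, and the fit without the 4 arrays of high heat shock score called Il6 (adjusted p = 0.0254) and Alox5 (adjusted p = 0.0437) and dropped 3, Il1a, F3 and Cxcl2. Over all settings the adjusted p ran from 0.00267 to 0.593 for Ifng, from 0.0109 to 0.300 for Il6, from 0.00179 to 0.264 for Alox5, from 0.0156 to 0.484 for Rtp3 and from 0.0108 to 0.392 for Noct.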

Other observations

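The comparison on STD, the lists and the interaction were set in advance, whereas the splits and the tests on Ldha in this part were chosen after seeing the results.

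On STD, a comparison that the paper does not report, WKY and LEW rats differed in many of the genes that differed on CAF. The interferon-induced Mx2 was higher in WKY rats by a log2 fold change of 2.36 (SE 0.17, adjusted p = 5.68e-09) and Isg15, a ubiquitin-like protein of the same response, by 2.15 (SE 0.24, adjusted p = 4.44e-06). Xcl1, a chemokine of NK and T cells, was higher by 3.29 (SE 0.34, adjusted p = 1.28e-06) and the neutrophil gene Retnlg by 3.38 (SE 0.38, adjusted p = 3.85e-06). The 10 mediators that the text names were all higher in STD-fed WKY rats, among them Tnf at 1.10 (SE 0.17, adjusted p = 1.74e-04), Alox5 at 1.09 (SE 0.21, adjusted p = 0.00146), Ifng at 1.59 (SE 0.32, adjusted p = 0.00191) and Il6 at 1.42 (SE 0.43, adjusted p = 0.0360), whose call ended without LEW STD rat 4 or 5 or WKY STD rat 1, 2, 3 or 5 (adjusted p up to 0.106). All 11 transcripts over 5-fold apart on CAF had the same direction on STD, with Serpinb11 at −5.60, Klri2 at −2.79, Acod1 at 3.09 and Rhd at a fold change of −3.47. Acss2 did not pass on STD. Of the 640 transcripts at an unadjusted P under 0.01 and a fold change over 1.5 on CAF, 639 had the same direction on STD and 479 passed the same thresholds there, where independent lists would share 9.49. Their log2 fold changes on the 2 diets correlated at 0.967 across transcripts with a slope of 0.991, and the interaction had an unadjusted P under 0.01 for 13 of them. Of the 2963 transcripts at an unadjusted P under 0.01 on CAF, 2814 had the same direction on STD, 1901 passed there and 134 had an interaction P under 0.01. The CAF-fed and the STD-fed rats are different animals and share no control group. The 2 comparisons share 1 spread per transcript, however, and transcripts are not independent of each other. The 9.49 of independent lists may thus be too low a reference.

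The lists separated the strains on STD as well. Interferon-stimulated genes were higher in STD-fed WKY rats for 26 of 33 measured, with none lower (28 higher and 2 lower when adjusted over the list alone; adjusted p = 1.35e-24, adjusted p = 0.0196 with an estimated correlation). The mediators of the text passed in both ways too (adjusted p = 6.26e-11, adjusted p = 0.0359 with an estimated correlation). With the preset correlation only, the lists of NK cell markers (adjusted p = 3.22e-11, adjusted p = 0.0502 with an estimated correlation), neutrophil markers (adjusted p = 9.03e-12, adjusted p = 0.109 with an estimated correlation), immediate-early genes (adjusted p = 2.04e-11, adjusted p = 0.109 with an estimated correlation) and NF-κB targets (adjusted p = 4.39e-10, adjusted p = 0.157 with an estimated correlation) were higher, and T cell markers lower (1 higher and 11 lower of 22; adjusted p = 4.30e-06, adjusted p = 0.171 with an estimated correlation). In all, 12 lists passed on STD, 10 higher and 2 lower in WKY rats. Monocyte markers did not pass there (5 higher and 6 lower of 33; adjusted p = 0.834).

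Of the lists not described beside the paper's text, 4 were higher in CAF-fed WKY rats, each with an adjusted p of 0.238 with an estimated correlation. Of 21 chemokines and their receptors 8 were higher and 2 lower (9 higher and 2 lower when adjusted over the list alone; adjusted p = 0.00719), and of 13 genes of NOD-like receptors 3 were higher and 1 lower (4 higher and 1 lower when adjusted over the list alone; adjusted p = 0.0141). Of 10 genes of antigen processing for MHC class I, Tap1 at 0.52 (adjusted p = 8.69e-04) and Psmb9 at 0.44 (adjusted p = 0.00408) were among 3 higher ones and Erap1 was lower at −0.67 (adjusted p = 1.81e-05), and of 29 genes of the cell cycle Pcna was higher at 0.42 (adjusted p = 7.73e-04). These lists had an adjusted p of 0.0362 each. The call of the first ended with quantile normalisation again (adjusted p = 0.0516) and without LEW CAF rat 2 (adjusted p = 0.0599) or WKY CAF rat 1 (adjusted p = 0.101) or 2 (adjusted p = 0.0548), and that of the second without LEW CAF rat 1 (adjusted p = 0.0820) or 2 (adjusted p = 0.0599) or WKY CAF rat 2 (adjusted p = 0.0563) or 5 (adjusted p = 0.0569). The other lists did not pass on CAF, namely nutrient sensing (18 genes, adjusted p = 0.0523), platelets (6 genes, adjusted p = 0.0547), eicosanoids (22 genes, adjusted p = 0.134), B cells (13 genes, adjusted p = 0.284), the NK receptor complex (25 genes, adjusted p = 0.405), heat shock (16 genes, adjusted p = 0.753), dendritic cells (10 genes, adjusted p = 0.753), the Wnt pathway (42 genes, adjusted p = 0.816), MHC class II (11 genes, adjusted p = 0.816) and the PPAR pathway (34 genes, adjusted p = 0.864). Over the alternatives the adjusted p of the MHC class I list ran from 0.0260 to 0.238 and that of the cell cycle from 0.0244 to 0.238. Nutrient sensing passed with the mean of all probe sets of a gene (adjusted p = 0.0460), and without LEW CAF rat 2 (adjusted p = 0.0384) or 5 (adjusted p = 0.0307) or WKY CAF rat 2 (adjusted p = 0.0464) or 3 (adjusted p = 0.0451). Platelet markers passed without LEW CAF rat 2 (adjusted p = 0.0251) or 5 (adjusted p = 0.0335) or WKY CAF rat 4 (adjusted p = 0.0346) or 5 (adjusted p = 0.0262), eicosanoids without WKY CAF rat 3 (adjusted p = 0.0401) and the targets of SREBPs without LEW CAF rat 5 (adjusted p = 0.0467). The highest adjusted p of these 4 over the alternatives were 0.238, 0.506, 0.378 and 0.506.

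Of the 12 lists that passed for the diet in WKY rats, 5 are not described beside the paper's text. Chemokines and their receptors were lower on CAF (17 of 21 negative; adjusted p = 0.00258, adjusted p = 0.278 with an estimated correlation), and the call ended without WKY CAF rat 3 (adjusted p = 0.0673). Neutrophil markers were lower (17 of 19 negative; adjusted p = 0.00605), and the call ended without WKY CAF rat 3 (adjusted p = 0.165) or WKY STD rat 2 (adjusted p = 0.159) or 5 (adjusted p = 0.0772). Platelet markers were higher (6 of 6 positive; adjusted p = 0.0184), and the call ended without WKY CAF rat 4 (adjusted p = 0.0501) or 5 (adjusted p = 0.0605). MHC class II was higher (7 of 11 positive; adjusted p = 0.0464), and the call ended with quantile normalisation again (adjusted p = 0.0622) and without WKY CAF rat 1 (adjusted p = 0.225) or 2 (adjusted p = 0.0845) or WKY STD rat 3 (adjusted p = 0.0586), 4 (adjusted p = 0.150) or 5 (adjusted p = 0.0772). These 3 had an adjusted p = 0.555 with an estimated correlation. T cell markers were higher (14 of 22 positive, 1 higher when adjusted over the list alone; adjusted p = 0.0464, adjusted p = 0.558 with an estimated correlation), and the call ended with quantile normalisation again (adjusted p = 0.0792), with the replicate block (adjusted p = 0.0532) and without WKY CAF rat 1 (adjusted p = 0.211) or 3 (adjusted p = 0.226) or WKY STD rat 3 (adjusted p = 0.245) or 5 (adjusted p = 0.165).

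The diet effects of the 2 strains were weakly related. At an unadjusted P under 0.01, 14 transcripts had the same direction in both, where independent lists would share 4.04, and over all transcripts the log2 fold changes of the diet in LEW and in WKY rats correlated at 0.0898. The 2 comparisons use different rats. Of the transcripts at an unadjusted P under 0.01 in LEW rats, 194 of 307 had the same direction in WKY rats, and of those in WKY rats 458 of 762 in LEW rats. The interaction had 0 transcripts at an adjusted p under 0.05 with limma (smallest 0.515) and 1714 at an unadjusted P under 0.05. Its 5 genes of the smallest P were Krtap5-8 at −0.57 (SE 0.11), which is the value of 1 of its 5 probe sets, Ncoa3 at 0.32, Grhl3 at 0.59, Hipk1 at 0.29 and Abhd8 at 0.27, and none passed (adjusted p from 0.515 to 0.707).

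The counts were set against those of 100 splits of the same rats, the real one included, drawn from the 126 possible for 2 groups. Between the strains on CAF, the real split gave 2963 transcripts at an unadjusted P under 0.01, 2185 at an adjusted p under 0.05, 640 with a fold change over 1.5 and 11 with a fold change over 5, and in each case 1 of 100 splits, the real one, gave as many, the highest other counts being 1447, 23, 269 and 0. On STD, 1 of 100 gave as many as the 3845 transcripts, the highest other being 2290. Chance can thus be excluded for these counts, but not for the numbers of lists that passed, 14 on CAF (10 of 100, highest other 16) and 12 on STD (26 of 100, highest other 18). In LEW rats, 34 of 100 splits gave as many as the 307 transcripts of the diet at an unadjusted P under 0.01, and the highest other gave 2085, several times as many, which points to structure among these samples other than the diet. At an adjusted p under 0.05 the real count of 0 was reached by 100 of 100, the highest other being 468, and 95 of 100 gave at least 3 lists (highest other 15). In WKY rats, 3 of 100 splits gave as many as 762 transcripts (highest other 1097), 100 of 100 as many as 0 at an adjusted p under 0.05 (highest other 3) and 16 of 100 as many as 12 lists (highest other 16). For the interaction, the splits exchanged the diets within each strain, and 27 of 100 gave as many as 376 transcripts (highest other 1254, several times as many), 100 of 100 as many as 0 at an adjusted p under 0.05 (highest other 1) and 24 of 100 as many as 10 lists (highest other 15).

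Ldha was far lower in WKY rats on 1 of its 2 probe sets, and 3 explanations were weighed. Less Ldha RNA in the WKY cells is unlikely to explain it, because the other probe set differed by 0.037 on CAF (95% interval −0.092 to 0.167). The CAF diet is unlikely to lower it in WKY rats, because the same probe set differed by −5.78 (SE 0.15) on STD. A strain variant or an extra copy read by 1 probe set remains a candidate explanation. These values cannot decide it, because probe sequences were not used here. Among the 494 genes with more than 1 probe set only 1 had 1 probe set over 4-fold apart and another within 1.5-fold. That gene is Ldha itself, so the count does not bear on the cause.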
